# The Modulatory Activity of Tryptophan Displaying Nanodevices on Macrophage Activation for Preventing Acute Lung Injury

**DOI:** 10.3389/fimmu.2021.750128

**Published:** 2021-09-30

**Authors:** Liya Sun, Rui Wang, Chenchen Wu, Jiameng Gong, Huiqiang Ma, Shan-Yu Fung, Hong Yang

**Keywords:** immunomodulatory nanoparticles, acute lung injury, Toll-like receptor, peptide, gold nanoparticle, trained immunity

## Abstract

Macrophages play an important role in the initiation, progression and resolution of inflammation in many human diseases. Effective regulation of their activation and immune responses could be a promising therapeutic strategy to manage various inflammatory conditions. Nanodevices that naturally target macrophages are ideal agents to regulate immune responses of macrophages. Here we described a special tryptophan (Trp)-containing hexapeptide-coated gold nanoparticle hybrid, PW, which had unique immunomodulatory activities on macrophages. The Trp residues enabled PW higher affinity to cell membranes, and contributed to inducing mild pro-inflammatory responses of NF-κB/AP-1 activation. However, in the presence of TLR stimuli, PW exhibited potent anti-inflammatory activities through inhibiting multiple TLR signaling pathways. Mechanistically, PW was internalized primarily through micropinocytosis pathway into macrophages and attenuated the endosomal acidification process, and hence preferentially affected the endosomal TLR signaling. Interestingly, PW could induce the expression of the TLR negative regulator IRAK-M, which may also contribute to the observed TLR inhibitory activities. In two acute lung injury (ALI) mouse models, PW could effectively ameliorate lung inflammation and protect lung from injuries. This work demonstrated that nanodevices with thoughtful design could serve as novel immunomodulatory agents to manage the dysregulated inflammatory responses for treating many chronic and acute inflammatory conditions, such as ALI.

## Introduction

Understanding the interactions between nanodevices and the immune system is pivotal to guide nanomaterial design for better biomedical application outcome. When the nanodevices are introduced into the body, they will inevitably encounter the immune system, and may trigger the innate and adaptive immune responses for good or bad. In the field of nanomedicine, majority of the efforts have been focusing on designing “inert” or “invisible” nanodevices to escape elimination by the immune system to achieve prolonged circulation and less immunogenicity. For example, polyethylene glycol (PEG) has been widely used to modify the nanodrug carriers to avoid serum protein adsorption and reduce phagocytosis by immune cells (1–3); CD47 protein is introduced on the surface of the nanodevices to serve as the “don’t eat me” signal (4, 5). However, with increasing understanding of the roles of specific immune cells in the pathophysiological process of human diseases, the phagocytotic properties of innate immune cells to grasp nanodevices could be conversely advantageous for modulation of immune reactions, opening new avenues to treat inflammatory disorders that currently lack of an effective cure.

In contrast to the “immune inert” purpose, the use of nanodevices to modulate innate and adaptive immune responses has sparked significant interests in recent years. For instance, studies have shown that the internalization of the Syk inhibitor (piceatannol)-loaded albumin nanoparticles into neutrophils can block the pro-inflammatory responses of activated neutrophils, serving as a new treatment for diseases associated with exaggerated neutrophil activation (6). A PEGylated polyphenol-based antioxidant, rosmarinic acid (RA), was designed to form nanoparticles (RANPs) to preferentially target the inflamed colon in colitis mice, and significantly reduce colon inflammation by scavenging the reactive oxygen species (ROS) (7). On the other hand, nucleic acid-based Toll-like receptor (TLR) ligands were encapsulated into liposomes to serve as potent adjuvants to boost anti-tumor immune responses (8). Interestingly, “drug-free” nanoparticles (i.e., do not carry any therapeutic agent) have been newly discovered with potent immune modulatory activities. A luminol-conjugated β-cyclodextrin based nanoparticle (LCD NP) was synthesized to effectively inhibit the inflammatory responses, oxidative stress and migration of neutrophils and macrophages to treat acute and chronic inflammatory disorders (9). These findings are encouraging that with proper design, nanoparticles could regulate immune responses, aiding to new immunotherapies to treat various diseases.

Previously, we discovered a “drug-free” peptide-gold nanoparticle (GNP) hybrid, P12, with novel anti-inflammatory activities (10–12). P12 was made of hexapeptides (CLPFFD) wrapping around the surface of a 13-nm GNP. It effectively inhibited multiple TLR signaling pathways in THP-1-derived macrophages and human peripheral blood mononuclear cells (PBMC), and exhibited potent anti-inflammatory activity in a lipopolysaccharide (LPS)-induced acute lung injury (ALI) mouse model (13). This unique bioactivity of P12 was attributed to its surface property associated with the amino acid characteristics in the modifying peptides (10).

Among the 20 natural amino acids, tryptophan (Trp, W) is one of the abundant amino acid residues in the membrane proteins, preferentially in the transmembrane region, suggesting its membrane anchoring property (14). Such a membrane anchoring process involves different interactions between the Trp residues and the lipid bilayer of the membrane. These interactions include the H-bonding, cation-π interaction, and hydrophobic interaction between Trp and the lipid phosphatidylcholine (PC). Thus, the use of Trp-containing peptides modifying the GNP surface may provide attractive properties aiding to the regulation of TLR signaling *in vitro* and *in vivo*.

In this study, we formulated the Trp-containing peptide (CLPWWD) coated GNP hybrid (designated as PW) and investigated its anti-inflammatory activity as well as the possible mechanism(s) of actions *in vitro* and *in vivo*. First, the inhibitory effects of PW on various TLR signaling pathways were confirmed. The global transcriptomic analysis was then applied to obtain the profile of gene expression altered by PW on the regulation of inflammatory responses with/without LPS stimulation. Mechanistically, the inhibitory activity of PW was associated with its endosomal pH modulatory activity. In addition, the up-regulated inhibitory signaling of IRAK-M by PW treatment may also contribute to its novel anti-inflammatory activities. Lastly, the *in vivo* therapeutic efficacy of PW was assessed using two ALI mouse models. This research provides knowledge of understanding the interactions between bioactive nanoparticles with the innate immune system *in vitro* and *in vivo*. It also helps develop immune modulatory nanodevices as a new generation of anti-inflammatory nanomedicine for human inflammatory diseases.

## Materials and Methods

### Materials

Gold(III) chloride trihydrate (99.9%), phorbol myristate acetate (PMA), LPS (E-coli O111:B4, for mice), chloroquine (CHQ), wortmannin, fucoidan, mannan, genistein, methyl-β-cyclodextrin (MβCD), chlorpromazine (CPZ) and SP600125 were purchased from Sigma (Sant-Louis, MO, USA). Cytochalasin D (CytoD) and filipin III (filipin) were purchased from Cayman (Ann Arbor, MI, USA), while Nystatin was from MCE (Monmouth, NJ, USA). Peptides were synthesized from Nanjing Jietai Biological Company (Nanjing, China). The human monocytic THP-1 cell line was obtained from ATCC (Rockefeller, MD, USA). THP-1 reporter cell lines (XB and ISG), LPS-EK (LPS from E. coli K12, for cells), Poly I/C (high molecular weight, HMW), resiquimod (R848), Pam3CSK4, Zeocin and QUANTI-Blue™ solution were purchased from InvivoGen (San Diego, CA, USA). RPMI 1640 medium, phosphate buffered saline (PBS) and fetal bovine serum (FBS) were purchased from Biological Industries (Kibbutz Beit Haemek, Israel). L-glutamine and sodium pyruvate were from Gibco (Grand Island, NY, USA). MTS assay was purchased from Promega (Madison, WI, USA). Human ELISA kits (MCP-1, TNF-α and IL-6) and mouse IL-10 ELISA kits were purchased from Invitrogen (Grand Island, NY, USA). Human ELISA kit IL-12/IL-23 p40 was purchased from R&D Systems (Minneapolis, MN, USA). Tris buffered saline (TBS), Liu stain and red blood cell (RBC) lysis buffer were purchased from Solarbio (Beijing, China). The primary antibodies against phosphorylated p65 (#3033S), IRF3 (#4947S) and STAT1 (#9167S), IκBα (#9242S), β-actin (#8457S), IRF7 (#13014S) and IRAK-M (#4369S) as well as the HRP conjugated anti-rabbit (#7074S) antibodies were purchased from Cell Signaling Technology (Boston, MA, USA). The RIPA lysis buffer, Halt protease and phosphatase inhibitor cocktail, the Coomassie Plus (Pierce) of Bradford assay and pHrodo red-labeled 10,000 MW dextran were from Thermo Fisher Scientific (Waltham, MA, USA). Bovine serum albumin (BSA) was purchased from Genview (Houston, TX, USA). Tween 20, sodium citrate tribasic dihydrate and cholesterol were purchased from Sangon Biotech (Shanghai, China). Soy Lecithin was obtained from Tywei (Shanghai, China). RNeasy Plus Mini kit for total RNA extraction was obtained from Qiagen (Hilden, Germany). Cy5-PEG5000-SH was obtained from Ponsurebio (Shanghai, China). 3,3′-dioctadecyloxacarbocyanine perchlorate (DiO) and 2-(4-Amidinophenyl)-6-indolecarbamidine dihydrochloride (DAPI) were purchased from Beyotime (Shanghai, China).

### Methods

#### Fabrication of Peptide-GNP Hybrids

Bare gold nanoparticles (GNPs) were synthesized based on the literature and our previous work (10, 15). The pepide-GNP hybrids were prepared by mixing 1 volume of different peptide solutions (CLPWWD, CLPFFD, CLPLLD, CLPIID, CLPAAD, CLPSSD and CLPTTD at a concentration of 1 mM) with 10 volumes of bare GNPs and kept in dark for at least 24 h. For fluorescent nanoparticles (PW-Cy5), one volume of peptide stock solution (1 mM) containing 1% Cy5-PEG5000-SH (molar ratio) was mixed with ten volumes of synthesized GNP solution. The peptide-GNP solution was filtered through a syringe filter (0.22 µm, Millipore, Billerica, MA, USA) and washed three times with sterile PBS to remove unbound peptide ligands by centrifugation (14,000 rpm for 30 minutes at 4°C). The peptide GNPs were resuspended in PBS or cell culture medium at the desired concentrations prior to the cell culture experiments or animal studies.

#### Liposome Fabrication

Liposomes were prepared by the method of thin film hydration and then purified by centrifugation (14000 rpm, 1 h, 4°C). Briefly, the soy lecithin (180 mg) and cholesterol (60 mg) were dissolved in 20 mL of the chloroform-methanol mixture (3:1, v/v). The thin lipid film was formed by rotary evaporation at 37°C. The lipids were re-hydrated in PBS (15 mL), and the suspension was dispersed by ultrasound, followed by filtering through a 0.22 µm microporous membrane (Millipore, Billerica, MA, USA). The liposomes were stored at 4°C prior to use.

#### Characterization of Peptide-GNP Hybrids and Their Interaction With Liposomes

The morphology of the hybrid PW and the mixtures of liposomes with PW or PT were imaged on a transmission electron microscope (TEM) (HT7700, Hitachi, Tokyo, Japan) with an accelerating voltage of 80 kV. The hydrodynamic diameter and Zeta potential of the bare GNPs and PW were determined by using the Zetasizer instrument (Nano-ZS, Malvern, Worcestershire, UK).

#### Cell Culture and Treatments

The THP-1 cells were cultured in the complete RPMI 1640 medium containing 10% FBS, 2 mM L-glutamine and 1 mM sodium pyruvate with 5% CO_2_ at 37°C. The complete culture medium was supplemented with Zeocin (200 or 100 μg/mL) as the selection medium for THP-1-XBlue cells or THP-1-ISG cells, respectively. These cells were seeded into culture plates with the addition of PMA (50 ng/mL) for 24 h to differentiate into macrophages; they were then washed twice with PBS and rested for 48 h prior to further experiments.

The seeded macrophages were treated with the hybrids, different TLR ligands (LPS, Pam3CSK4 and poly I/C) or both the hybrid and TLR stimulus for various time periods; the culture medium and the cells lysates were collected for further analysis. For R848 stimulation, THP-1 monocytes were seeded in a cell culture plate overnight and then treated with PW and R848 (10 μg/mL) for 24 h before further analysis.

#### Cell Viability Test

The derived macrophages (1×10^5^ cells/well) were seeded into a 96-well plate and treated with PW for 24 h. MTS reagent (20 µL/well) was directly added to each well and incubated for 1-2 h. The absorbance at 490 nm was recorded on a microplate reader (TECAN, Mannedorf, Zurich, Switzerland). The percentage of viable cells was estimated in comparison to the untreated group as 100%.

#### Reporter Cell Assay by QUANTI-Blue

The derived macrophages or THP-1 monocytes (1×10^5^ cells/well) were seeded in a 96-well flat- or U-bottom plate, respectively. After treatments, the culture media were collected and centrifuged to remove the hybrids. The supernatants (20 µL) were transferred into a new 96-well plate and mixed with the QUANTI-Blue solution (180 µL) and incubated at 37°C for 1-2 h for the color development. The color change was quantified by measuring the absorbance at 655 nm on a microplate reader (TECAN, Mannedorf, Zurich, Switzerland) to examine NF-κB/AP-1 or IRF activation.

#### Immunoblotting Analysis

THP-1 monocytes (1×10^6^ cells/well) were seeded into a 12-well plate and differentiated into macrophages. After various treatments, cells were lysed in ice-cold RIPA lysis buffer. The total protein concentration of the lysates was quantified and adjusted prior to the protein separation by 10% SDS-PAGE. The separated proteins were transferred to PVDF membranes (Immobilon-P, Millipore, Billerica, MA, USA). The membranes were blocked and blotted with primary antibodies against β-actin, IκBα, p-p65, p-IRF3, p-STAT1, IRF7 and IRAK-M at 4°C overnight. They were then blotted with HRP labelled secondary antibody for 1 h at room temperature, and imaged by the chemiluminescence method (ECL, Millipore, Billerica, MA, USA) on a ChemiDoc MP imaging system (Bio-Rad, Hercules, CA, USA). The protein band densitometry was analyzed using ImageJ software (NIH, Bethesda, MD, USA).

#### Cytokine Analysis

THP-1 monocytes (5×10^5^ cells/well) were seeded into a 24-well plate and differentiated into macrophages. After various treatments for 24 h, the culture medium was centrifuged (14000 rpm, 4°C, 30 min), and the supernatant was collected for the analysis of different cytokines by ELISA following the manufacturer’s instructions.

#### Confocal Fluorescence Imaging

THP-1 cells (2.4×10^5^ cells/well) were seeded in a 20 mm glass bottom dish (NEST, Wuxi, China) and differentiated into macrophages. To assess the endosomal acidification, cells were incubated with pHrodo red-labeled dextran (10,000 MW, 10 µg/mL) and PW (200, 100 and 50 nM) or chloroquine (30 µM) for 5 h and processed for confocal imaging. To examine the uptake of PW in macrophages, cells were incubated with Cy5-labelled PW (PW-Cy5, 10 nM) for 5 h, and the cell membrane and nucleus were then stained with DiO and DAPI, respectively. Cells were washed with PBS and imaged on a confocal microscope (LSM900, Leica Microsystems Inc., Wetzlar, Hessen, Germany). The fluorescence of pHrodo red (ex: 565 nm; em: 585 nm) and Cy5 (ex: 640 nm; em: 670 nm) in the cells was quantified by the ImageJ software. For each condition, at least 30 cells were quantified with three independent repeats.

#### Cellular Uptake Analysis

To analyze the endocytotic pathways of entry of PW, THP-1-derived macrophages were pre-treated with various endocytotic inhibitors 30 min prior to the addition of the PW-Cy5 (10 nM) for 5 h. These inhibitors included CytoD (3 μM) and wortmannin (10 μM) for macropinocytosis, fucoidan (25 μg/mL) for scavenger receptor-mediated endocytosis, mannan (500 μg/mL) for mannose receptor-mediated endocytosis, genistein (200 μM), nystatin (10 μM), MβCD (5 mM) and filipin (10 μM) for caveolae/lipid raft-mediated endocytosis, and CPZ (10 μM) for clathrin-mediated endocytosis. After treatments, cells were collected, washed and fixed by 4% paraformaldehyde for 15 min. They were washed and resuspended in 0.9% NaCl solution containing 0.1 M NaOH (to remove PW-Cy5 adsorbed on the membrane surface). After final wash step, cells were resuspended in PBS for flow cytometric analysis.

#### RNA-Seq Analysis

THP-1 monocytes (2×10^6^ cells/well) were seeded into a 12-well plate and differentiated into macrophages. After various treatments (Unstim, PW, LPS and LPS-PW) for 4 h, the total RNA was extracted using RNeasy mini kit and assessed by a Nanodrop Lite Spectrophotometer (Thermo Scientific™, Waltham, MA, USA) for the purity. The RNA-Seq was done using Illumina Novaseq 6000 platform by Novogene Co., LTD (Beijing, China).

Differential expression analysis was performed using the DESeq2 R package (1.26.0). Genes with the criteria of an adjusted p-value < 0.05, |log2 (fold change)| > 0.5 or 2 were assigned as differentially expressed. The pheatmap R package (1.0.12) was used to produce heatmaps of differentially expressed genes (DEGs) between groups: PW vs. Unstim and LPS-PW vs. LPS. The ggplot2 R package (3.3.5) was used to generate volcano plots of DEGs.

ClusterProfiler R package (3.14.3) was used to perform the KEGG pathway enrichment analysis. KEGG pathways with adjusted p-values < 0.05 were considered statistical significance in the enrichment analysis. The most enriched 20 KEGG pathways were shown in the bar graph. ClueGO (2.5.8), a plug-in of Cytoscape, was used to show the enriched DEGs in the most significant KEGG pathways with a p value < 0.05 as the cut-off criterion.

#### Acute Lung Injury Murine Model

C57BL/6 wild-type male mice (6-8 weeks from SPF Biotechnology Co., Ltd, Beijing, China) were used to replicate the ALI mouse model by intratracheal LPS administration. All the surgical procedure was done under the 1% sodium pentobarbital anesthesia (45 mg/kg) through intraperitoneal injection. PW (1.25 nmol/kg) was given through intratracheal injection 2 h before LPS (10 mg/kg) challenge. Mice were sacrificed 24 h after LPS challenge for the analyses of lung inflammation and injury. All mouse studies were performed according to the guidelines of the Institutional Animal Care and Use Committee of Tianjin Medical University.

#### BALF Collection and Differential Cell Counting

At the end of the ALI model, mice were under tracheotomy, and ice-cold sterile PBS (0.8 mL) was injected through the trachea to the lung twice. The bronchoalveolar lavage fluid (BALF) was collected 30 s after injection, and centrifuged at 1000 rpm for 10 min at 4°C. The supernatants were stored at −80°C for cytokine analysis. The cell pellets were processed with 4% RBC lysis buffer and resuspended in PBS for total cell counting on a hemocytometer. Aliquots of the cell suspensions were cytospined onto a glass slide, stained with Liu stain, and imaged on an up-right microscope (ECLIPSE Ni-U, Nikon, Tokyo, Japan) for differential cell counting. A total of at least 300 cells were counted for each sample.

#### Lung Injury Score and W/D Ratio

In a different set of experiment, the left lung was collected, fixed in 4% paraformaldehyde, dehydrated and embedded in paraffin for histopathological sectioning. The tissue sections were stained with hematoxylin and eosin (H&E) and imaged on an up-right microscope (ECLIPSE Ni-U, Nikon, Tokyo, Japan). For each sample, at least 20 images at 400x amplification were blindly scored by three independent researchers on the five histopathological features: alveolar neutrophils, interstitial neutrophils, hyaline membranes, proteinaceous debris, and alveolar septal thickening (16). The remaining lungs were processed for the analysis of W/D ratio as follows. The fresh lung tissues were first weighed, and wrapped in aluminum foil for drying in an oven at 60°C for 48 h. They were weighed again, and the weight ratio was calculated to obtain the W/D ratio.

#### Statistical Analysis

All statistical analysis was carried out using GraphPad Prism 7.0. All data are expressed as means ± SEM, and a p-value of < 0.05 was considered statistically significant. For comparison between two groups, the student t-test was used, whereas one way ANOVA with Bonferroni correction was performed for multiple comparison among groups.

## Results

### Synthesis and Characterization of the Peptide-GNP Hybrid PW

We previously developed a novel anti-inflammatory peptide-GNP hybrid (P12) that can inhibit multiple TLR signaling pathways without carrying any drug compound (10). P12 was made of a hexapeptide (CLPFFD) shell and a 13-nm GNP core. We demonstrated that the FF region in the peptide sequence plays an important role for TLR inhibition, and the hydrophobicity of this region contributes to the potency of such inhibitory activity (11). Among 20 natural amino acids, tryptophan (W) has a hydrophobic side chain and preferentially interacts with cell membrane; hence, it would be very interesting to know whether the replacement of FF with WW could render different immunomodulatory activities of P12. Accordingly, the CLPWWD hexapeptide was used to coat the GNP to obtain a new hybrid designated as PW (**Figure 1A**). The size and morphology of the PW were characterized by transmission electron microscopy (TEM). As shown in **Figure 1B**, the PW was monodispersed with a uniform spherical structure; its hydrodynamic diameter was analyzed to range from 11.2 ± 0.5 to 68.6± 5.0 with the peak size of 26.0 nm (PDI: 0.13 ± 0.01) by dynamic light scattering (DLS) (**Figure 1C**), which was 9.4 nm larger than the bare GNP (the peak size of 16.6 nm, range from 7.9 ± 0.3 to 34.4 ± 1.5; PDI: 0.04 ± 0.01), suggesting that the formation of the peptide coating on the GNP surface. The PW had a zeta-potential of −30.6 ± 2.1 mV, slightly less negative than the bare GNP (−36.0 ± 2.4 mV) (**Figure 1D**). However, this quite negative zeta-potential value was essential for the stability of PW in aqueous solution. In fact, PW was stable even in PBS solution while the bare GNP formed aggregates indicated by the solution color as well as the optical absorption at 519 nm (**Figure 1E**). These results suggested that peptide coating on the GNP surface significantly improved the stability of GNPs at the physiological condition.

**Figure 1:**
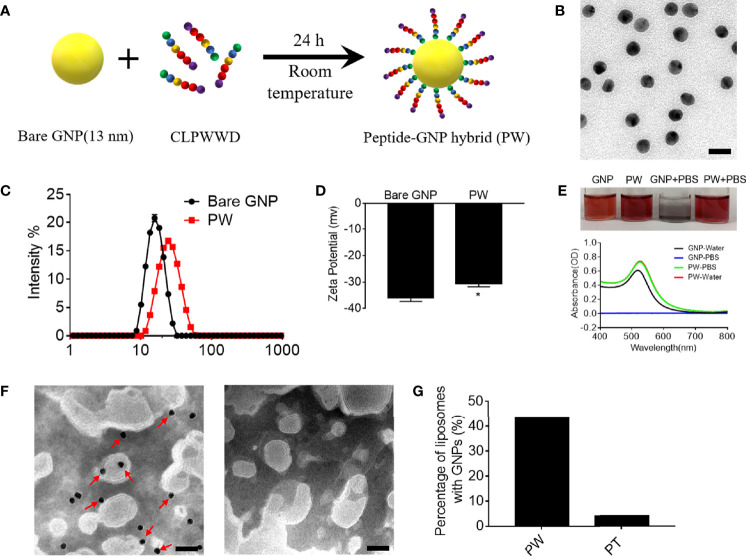
Preparation of the peptide-GNP hybrid PW and its physicochemical characterization. **(A)** A schematic diagram of the synthesis of the peptide-GNP hybrid PW. **(B)** The TEM image of PW; scale bar = 20 nm. **(C)** The size distribution of the bare GNP and PW. **(D)** The zeta-potential of the bare GNP and PW. **(E)** The photograph (top) and UV-Vis spectra (bottom) showing the stability of bare GNP and PW in water and PBS. **(F)** The TEM images of the nano-hybrids PW (left) and PT (right, coated with the peptide CLPTTD) with liposomes showing that PW tends to interact with liposomes, but the control nano-hybrid PT does not; scale bar = 50 nm, PW, PT = 5 nM, phospholipid = 1.67 mg/mL. **(G)** The percentage of liposomes interacting with the nanohybrids; over 200 liposomal vesicles were counted. N ≥ 3, *p < 0.05.

Based on the optical characteristics of Trp that has a strong absorbance at 280 nm wavelength, we were able to estimate the number of Trp-containing peptide molecules conjugated on the GNP surface. It was found that each PW had approximately 1483 ± 344 peptides coating on the GNP surface.

To examine whether PW preferentially interacts with the cell membrane, we used liposomes as the artificial cell membrane and observed their interactions by TEM. A control hybrid PT, which W was replaced with the non-membrane anchoring amino acid threonine (T), was employed for comparison. As shown in **Figure 1F**, there were more nanoparticles (PW) observed on the liposome membranes (indicated by the red arrows), but none of PT were seen (right panel). These images were further quantified to show that more than 43% of liposomes had PW on the membranes, significantly higher than that (< 4%) for PT (**Figure 1G**). These observations suggested that PW had a stronger membrane affinity due to the membrane anchoring property of the Trp residues.

### The Immunomodulatory Activity of PW to Macrophages

Macrophages are important phagocytic immune cells in initiating pro-inflammatory responses for the host defense against pathogens and participating in the pathogenesis of many diseases. To study how PW influences the immune responses of macrophages, we employed the human monocytic THP-1-derived macrophages with/without the reporter system of the transcription factors NF-κB/AP-1 (THP-1 XBlue cells) and IRF (THP-1 Blue ISG cells). First, we confirmed that PW had no effect on the viability of macrophages up to 200 nM (**Figure 2A**). Using the two reporter cells, we found that PW itself could mildly activate NF-κB/AP-1, but much less than the strong TLR4 agonist LPS (10 ng/mL) (**Figure 2B**); such an effect was not observed on the activation of IRF (**Figure 2C**). These observations were further confirmed at the protein level, where NF-κB was activated by PW as indicated by the increase in the phosphorylation of the NF-κB subunit p65 (p-p65) and the degradation of the NF-κB inhibitor unit IκBα, while PW had no effects on the phosphorylation of IRF3 (p-IRF3) for IRF3 activation (**Figures 2D, E**). Furthermore, PW at a higher concentration of 200 nM was able to induce the production of the pro-inflammatory cytokine TNF-α (**Figure 2F**). Together, these results suggested that PW alone could trigger the pro-inflammatory responses of macrophages.

**Figure 2:**
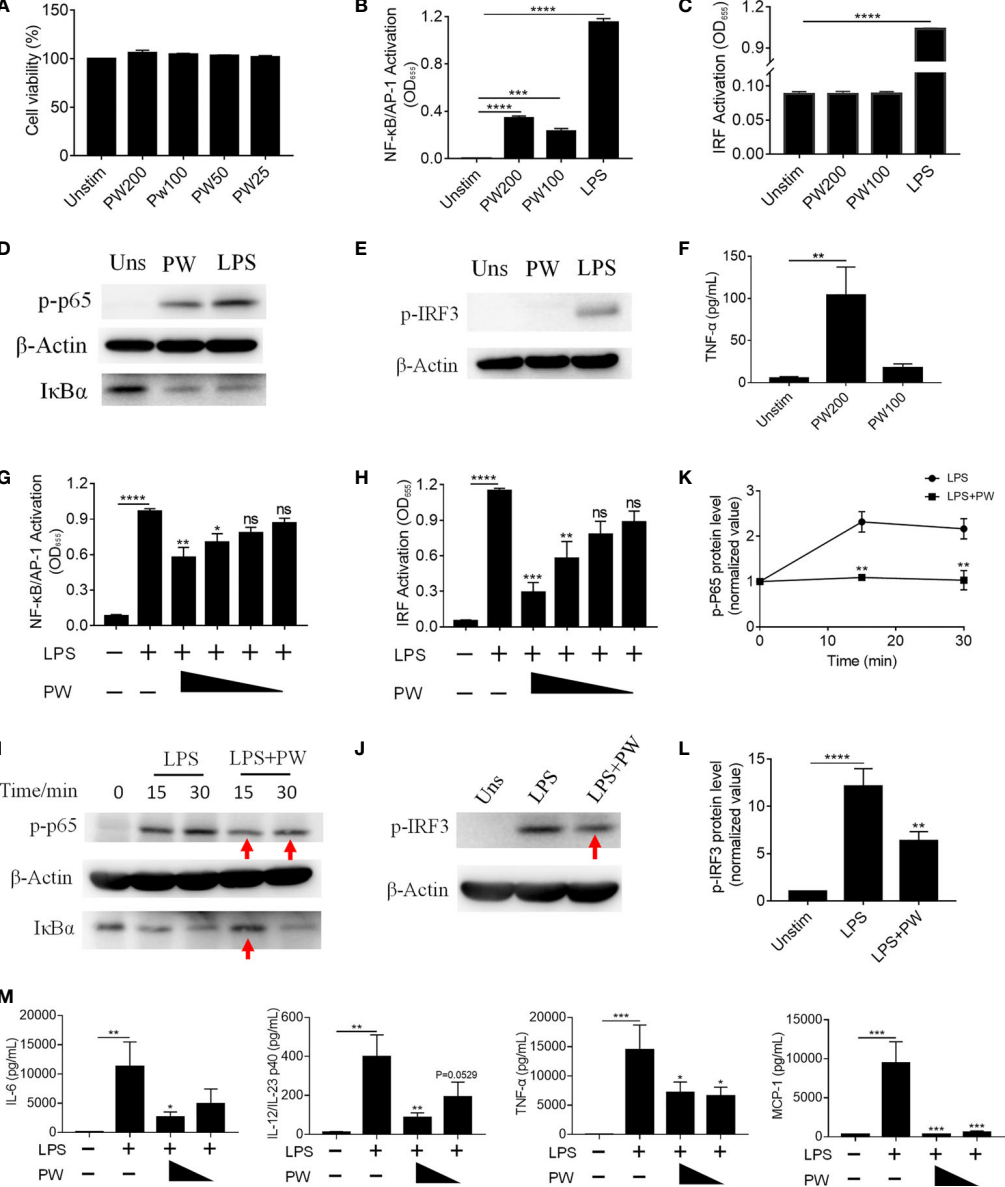
The immunomodulatory activity of PW on TLR4 signaling in THP-1-derived macrophages. **(A)** The effect of the PW treatment on the cell viability measured by the MTS assay; PW concentrations: 200, 100, 50 and 25 nM. **(B, C)** The effect of PW treatment alone on the activation of NF-κB/AP-1 **(B)** and IRF **(C)** in the THP-1 reporter cell-derived macrophages. **(D, E)** Immunoblotting validating the effect of PW (200 nM) on the phosphorylation of p65 (p-p65) and degradation of IκBα at 1 h for NF-κB activation **(D)** and the phosphorylation of IRF3 (p-IRF3) at 1 h for IRF activation **(E)** in THP-1-derived macrophages; β-actin as the internal control. **(F)** TNF-α production induced by PW at 100 and 200 nM. **(G, H)** The inhibition of LPS-induced activation of NF-κB/AP-1 **(G)** and IRF **(H)** by PW with various concentrations (200, 100, 50 and 25 nM) in the THP-1 reporter cell-derived macrophages. **(I, J)** Immunoblotting confirming the inhibitory effect of PW (200 nM) on the LPS-induced phosphorylation of p65 (p-p65) and degradation of IκBα for NF-κB activation **(I)** and the phosphorylation of IRF3 (p-IRF3) at 1 h for IRF activation **(J)**; β-actin as the internal control; the time course of p65 phosphorylation **(K)** and the IRF3 phosphorylation **(L)** were quantified from **(I)** and **(J)**, respectively. **(M)** Inhibition of IL-6, IL-12/IL-23p40, TNF-α and MCP-1 production upon 24 h LPS stimulation by PW (200 and 100 nM) in THP-1-derived macrophages. N ≥ 3, LPS = 10 ng/mL, ns, not significant, *p < 0.05, **p < 0.01, ***p < 0.001, ****p < 0.0001 *vs*. LPS.

Interestingly, when macrophages were activated by LPS, PW treatment on the contrary inhibited the activation of both NF-κB/AP-1 and IRF in a concentration dependent manner (**Figures 2G, H**). Such inhibition was also verified by immunoblotting (**Figures 2I–L**), where the LPS-induced phosphorylation of p65 and IRF3 as well as the degradation of IκBα were decreased by PW (indicated by red arrows). Moreover, PW was able to reduce the production of many pro-inflammatory cytokines, including IL-6, IL-12/IL-23p40, TNF-α and MCP-1, triggered by LPS stimulation (**Figure 2M**). Surprisingly, neither the peptide nor the GNPs alone could activate NF-κB/AP-1 of resting macrophages or reduce the activation of NF-κB/AP-1 of LPS stimulated macrophages (**Supplementary Figure S1**). Only when the peptide and GNP formed nano-hybrids did they exhibit immunomodulatory activities. These results demonstrated that PW itself seemed to activate macrophages and induce mild pro-inflammatory responses, but under strong inflammatory stimulation by LPS, PW instead exhibited potent anti-inflammatory activity. Such an opposite effect of PW makes it an interesting and unique class of immunomodulatory nanoparticles.

### Preferential Inhibition of Endosomal TLR Signaling Pathways by PW

Next, we would like to address whether the inhibitory activity of PW was specific to TLR4. Among all known TLRs, we investigated the effects of PW on the cell surface TLR2 and the endosomal TLRs 3 and 7/8 (**Figure 3A**). We found that PW had no effects on the activation of NF-κB/AP-1 stimulated by the TLR1/2 ligand Pam3CSK4 (**Figure 3B**). However, PW treatment significantly reduced the activation of NF-κB/AP-1 and IRF triggered by the TLR3 ligand Poly I/C as well as the TLR7/8 ligand R848 in a concentration-dependent fashion (**Figures 3C–F**). In addition, PW was able to inhibit the secretion of IL-6, TNF-α and MCP-1 upon R848 stimulation (**Supplementary Figure S2**). These results indicated that PW had a relatively broad inhibitory activity preferentially on the endosomal TLR pathways.

**Figure 3:**
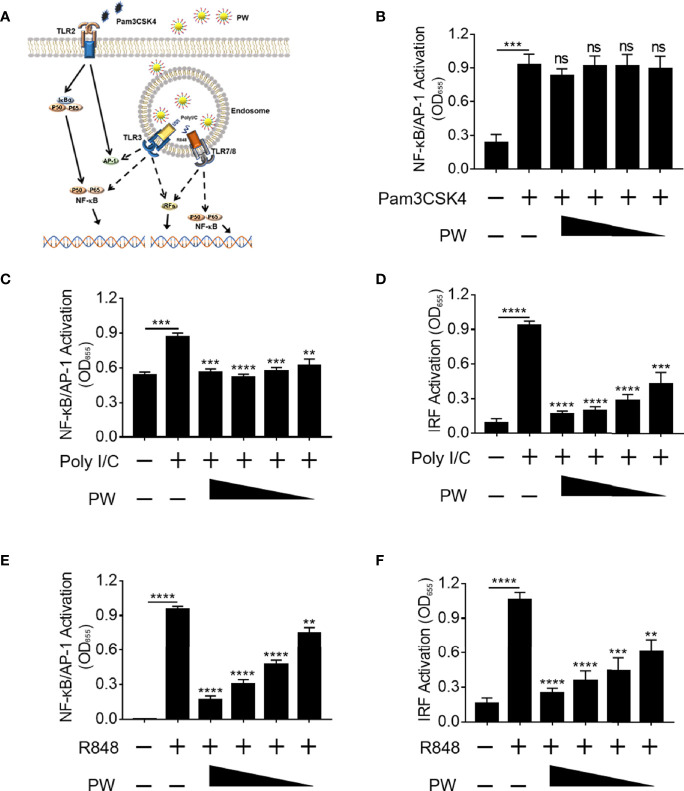
Preferential inhibition of endosomal TLR signaling by PW in THP-1 reporter cells and their derived macrophages. **(A)** Illustration of the effects of PW on the cell surface TLR2 and the endosomal TLRs 3 and 7/8 signaling. **(B)** PW could not inhibit NF-κB/AP-1 activation induced by the TLR2 ligand Pam3CSK4 (10 ng/mL) in THP-1 reporter cell-derived macrophages. The inhibition of NF-κB/AP-1 **(C)** and IRF **(D)** by PW in TLR3 signaling stimulated by the Poly I/C (50 μg/mL) in THP-1 reporter cell-derived macrophages. The inhibitory effect of PW on the activation of NF-κB/AP-1 **(E)** and IRF **(F)** induced by the TLR7/8 ligand R848 (10 µg/mL) in THP-1 reporter cells. The concentrations of PW used: 200, 100, 50 and 25 nM; N ≥ 3, ns, not significant, **p < 0.01, ***p < 0.001, ****p < 0.0001.

### Transcriptomic Analysis by RNA-Seq to Define the Immunomodulatory Activities of PW on Macrophages

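RNA was sequenced from macrophages derived from THP-1, a human monocytic leukemia cell line whose cells become macrophage-like after exposure to the phorbol ester PMA. The macrophages were left untreated (Unstim), treated with PW at 100 nM, stimulated with the TLR4 ligand LPS at 10 ng/mL, or given both (LPS-PW), and RNA was collected after 4 h. Each of the 4 groups had 3 biological replicates, which gave 12 libraries. The authors deposited the number of reads counted on each of 58735 genes in each library, as whole numbers without normalization. The paper's text names neither the aligner nor the counting program, nor whether the counting used the strand of the reads, so values of genes that overlap another gene are uncertain. Gene identifiers and coordinates are given as in GENCODE release 29 on GRCh38, where 58698 of the genes had the same position.
The total number of counted reads ranged from 16887102 to 18295173 in the Unstim group (median 18180660), from 17453987 to 18362673 in the PW group (median 17928174), from 18409513 to 18729462 in the LPS group (median 18712102) and from 17451835 to 19267821 in the LPS-PW group (median 19060709). The 10 most abundant genes took between 7.62% and 9.15% of a library's counts. A gene with at most 3 counts in a library was treated as at the floor of detection, which came to between 0.140 and 0.192 CPM, the counts scaled by the size of the library. PCR copies of a molecule were not marked, so this floor covers counting error only. Replicates of a group differed by more than sampling noise, with a chi-square per degree of freedom between 10.6 and 43.5.
Counts were scaled by edgeR's TMM factors, which lay between 1.09 and 1.17 without LPS and between 0.868 and 0.927 with LPS. The 15731 genes that passed edgeR's filterByExpr were tested in 1 model with a mean for each group, by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. The paper used DESeq2, which was run as an alternative. The gene lists written by hand and the alternatives were set before the data were examined, except where stated. Libraries with the same replicate number deviated together in both pairs of groups that differ by PW, so a fit with the replicate number as a block is given beside a result where it changed the call or moved a count by more than 1.5 times. Scaling changed the balance of the LPS response. With TMM, 50.6% of the differentially expressed genes (DEGs) of the LPS vs. Unstim group were up-regulated and the median log2 fold change (log2FC) of all genes was -0.02, while with library size alone these values were 28.3% and -0.35.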

To better define the pro-inflammatory and anti-inflammatory activity of PW, the high-throughput RNA-Seq analysis was conducted to obtain the transcriptomic profiles of PW treatment on the macrophages in the absence and presence of the LPS stimulation. 

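In the PW vs. Unstim group, 752 genes had an adjusted p under 0.05 by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, of which 559 were up-regulated and 193 down-regulated. LPS alone changed 7830 genes (3965 up, 3865 down) by the same test. In the LPS-PW vs. LPS group, 0 genes passed this threshold and 549 had an unadjusted p under 0.05. The smallest adjusted p of this comparison was 0.162 by the same edgeR test. DESeq2 without a block gave 27 DEGs for it on all 12 libraries (25 down). On only the 2 groups compared it gave 16 (14 down).
With the replicate number as a block, the PW vs. Unstim group had 1584 DEGs (958 up, 626 down), which included the same 752 genes, and the LPS-PW vs. LPS group had 42 DEGs, of which 40 were down-regulated. A DESeq2 fit with the block, on only the 2 groups compared, moved these counts most, to 1832 PW vs. Unstim DEGs (957 up, 875 down) and 135 for LPS-PW vs. LPS, so the size of the excess of up-regulated genes depended on the fit. That alternative was chosen after seeing the data. Single libraries also mattered, since the PW vs. Unstim group had 466 DEGs without Unstim replicate 1 and 501 without PW replicate 3. The LPS-PW vs. LPS group had 4 DEGs without LPS-PW replicate 1.
The values of the compared groups did not overlap for 3489 genes (22.2%) in the PW vs. Unstim group, for 9117 genes in the LPS vs. Unstim group and for 1166 genes (7.41%) in the LPS-PW vs. LPS group. Chance gives 10% with 3 libraries against 3.
Of the 79 genes read from the heat map of Figure 4A, 77 passed the filter. In the PW vs. Unstim group, 39 of them were up-regulated and 11 down-regulated, and adjusted over the list alone these counts were 46 and 16. LPS alone up-regulated 65 of the 77. In the LPS-PW vs. LPS group, 41 of the 77 were lower by sign, 0 passed the threshold over all genes (23 lower and 3 higher at an unadjusted p under 0.05) and 20 passed it, all lower, with the replicate block. Adjusted over the list alone, 22 were lower and 1 was higher in LPS-PW (22 and 2 with the block). The study picked these genes from the same libraries, so the counts over the list alone are not independent evidence.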

The differential gene expression profiles of PW were visualized on the heat map (**Figure 4A**), where top 79 differentially expressed genes (DEGs) were displayed. 

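At an adjusted p under 0.05 and an absolute log2FC above 2, 164 genes differed between the PW and Unstim groups, with 154 up-regulated and 10 down-regulated (edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). Without adjustment, 239 genes passed. Across the alternatives the count ran from 139 to 223, and with 1 library left out in turn from 130 to 201. Of the 164 genes, 137 were above the floor of detection in both groups. The other 27 had at most 3 counts in every Unstim library, so their fold changes are known only as lower bounds, and the bound was over 4-fold for 10 of them.
TNFAIP6 (ENSG00000123610, chromosome 2 from 151357592 to 151380048 on the + strand of GRCh38), which encodes a secreted hyaluronan-binding protein, had 2.72 ± 0.379 CPM in Unstim and 88.7 ± 32.1 CPM in PW (SD, n = 3 each). Its log2FC was 5.02 (standard error 0.27, adjusted p = 1.3e-07, edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), and it stayed between 4.71 and 5.24 with 1 library left out in turn. BIRC3 (ENSG00000023445, chromosome 11 from 102317450 to 102339403, + strand), which encodes an inhibitor of apoptosis, rose from 1.17 ± 0.238 to 37.5 ± 6.44 CPM, a log2FC of 4.99 (standard error 0.19, adjusted p = 7.4e-09, same edgeR test). TRAF1 (ENSG00000056558, chromosome 9 from 120902393 to 120929173, - strand), an adaptor of TNF receptors, rose from 6.61 ± 1.05 to 173 ± 42.2 CPM, a log2FC of 4.71 (standard error 0.22, adjusted p = 3.3e-08, same edgeR test).
Among the genes that fell, GAL3ST4 (ENSG00000197093, chromosome 7 from 100159244 to 100168750, - strand) went from 8.91 ± 0.716 to 1.27 ± 0.366 CPM, a log2FC of -2.81 (standard error 0.25, adjusted p = 7.2e-06, same edgeR test). PDK4 (ENSG00000004799, chromosome 7 from 95583499 to 95596491, - strand) went from 67.1 ± 8.68 to 13.5 ± 4.51 CPM, a log2FC of -2.31 (standard error 0.26, adjusted p = 7.3e-05, same edgeR test). In each of these 5 genes, every PW library lay on the same side of every Unstim library.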

PW induced 57 genes with > 2 folds of expression changes in comparison with the unstimulated control group. 

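A gene was counted as raised by LPS and lowered by PW when it was up-regulated in the LPS vs. Unstim group and had a log2FC under -0.5 in the LPS-PW vs. LPS group, each with an adjusted p under 0.05 by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. No gene met these criteria (0 genes), while 76 genes did with an unadjusted p under 0.05 in the LPS-PW vs. LPS group. With the replicate block, 35 genes met them. In LPS-PW, 10 of the 35 did not differ from Unstim, 23 were still above it and 2 were below it. Both comparisons share the LPS libraries, and 20 simulated data sets in which LPS-PW equaled LPS gave between 0 and 2 such genes with the block. Leaving out the filter on low counts gave 59 genes, of which 20 did not differ from Unstim. DESeq2 without the block gave 23 and 14 on all 12 libraries, and 13 and 7 on only the 2 groups compared. DESeq2 with the block on only the 2 groups compared, chosen after seeing the data, gave 62 and 19.
Figure 4A shows 21 genes from MYD88 to LAP3 whose expression was highest in the LPS libraries. LPS up-regulated 20 of them by the same edgeR test over all genes, the exception being SP110 (log2FC 0.45, adjusted p = 0.163, same edgeR test), a gene that overlaps SP140 on the other strand. Their median log2FC against Unstim was 1.58 in LPS and 0.38 in LPS-PW, where 14 did not differ from Unstim, 6 were above it and 1 was below it. With the replicate block 9 did not differ from Unstim, 9 were above it and 3 below it. CCL8, which had at most 3 counts in every Unstim library, was at least 209.8-fold higher in LPS, and the medians are the same with CCL8 at its bound. These levels against Unstim are on the TMM scale, where the median log2FC of all genes in the LPS-PW vs. Unstim group was -0.05, while with library size alone it was -0.40. All 21 genes were lower in LPS-PW than in LPS, by a median log2FC of -1.21. Of these differences 0 passed the threshold over all genes (21 had an unadjusted p under 0.05), 19 did with the replicate block, and 21 did when adjusted over the list alone, which is not independent evidence because the study picked the list from these libraries.
PLSCR1 (ENSG00000188313, chromosome 3 of GRCh38 from 146515180 to 146544864, - strand), which encodes an interferon-inducible phospholipid scramblase, had 28.4 ± 0.929 CPM in Unstim, 110.1 ± 10.0 CPM in LPS and 63.3 ± 6.93 CPM in LPS-PW (SD, n = 3 each). Its log2FC in the LPS-PW vs. LPS group was -0.80 with a standard error of 0.12. MX2 (ENSG00000183486, chromosome 21 from 41361943 to 41409390, + strand), an antiviral GTPase, had 26.0 ± 0.738, 120 ± 49.8 and 39.9 ± 19.4 CPM in the same groups, and its log2FC was -1.59 (standard error 0.30). For both genes the blocked fit gave an adjusted p of 0.0029 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. Across the alternatives the adjusted p ran from 7.3e-09 to 0.9999 for PLSCR1 and from 2.3e-36 to 0.9999 for MX2. Both low ends came from DESeq2 with the block on only the 2 groups compared, chosen after seeing the data. Among the other alternatives the lowest were 9.2e-09 for PLSCR1 (DESeq2 with the block on all 12 libraries) and 1.4e-20 for MX2 (edgeR without the filter on low counts).

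**Figure D1:**
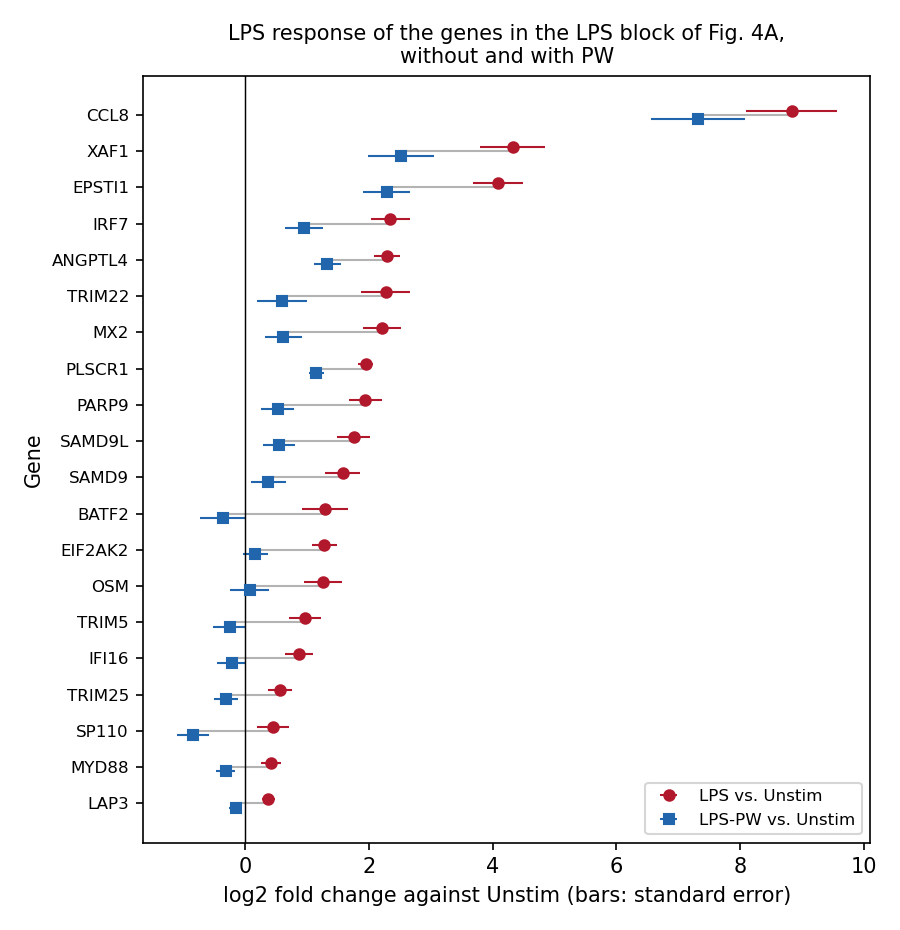
Log2 fold change against Unstim of 20 of the 21 genes from MYD88 to LAP3 in Figure 4A, in LPS (red circles) and in LPS-PW (blue squares), with bars for the standard error from edgeR's quasi-likelihood fit of 3 libraries per group and the vertical line at Unstim. Every blue square lies left of its red circle, and CCL8, at the floor of detection in Unstim, is drawn at its fitted value, which is not a bound.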

Interestingly, under LPS stimulation, PW was able to decrease 19 LPS up-regulated genes to the level similar to the unstimulated control group. The volcano plots showed all the gene expression pattern and highlighted the top 10 up- or down-regulated DEGs (**Figures 4B, C**). Collectively, the transcriptome analysis showed that the PW alone had mild pro-inflammatory effects, but exhibited significant anti-inflammatory activity in the presence of LPS stimulation.

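At an absolute log2FC above 1 and an adjusted p under 0.05, the PW vs. Unstim group had 428 DEGs (356 up, 72 down) by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, and 561 (435 up, 126 down) with the replicate block. The LPS-PW vs. LPS group had 0, with 141 genes past this fold change at an unadjusted p under 0.05, and 24 with the replicate block, all of them lower in LPS-PW.
All 10 genes labeled as up-regulated in Figure 4B were DEGs of the PW vs. Unstim group, with a median log2FC of 4.27. The 10 labeled as down-regulated were DEGs as well, with a median of -1.09, and 2 of them fell by more than 2 on the log2 scale. LPS alone moved the same genes further in the same directions, with medians of 6.57 and -2.67. In the LPS-PW vs. LPS group the median of the 10 up-regulated genes was 0.17 and that of the 10 down-regulated genes was -0.03.
The 10 genes labeled as down-regulated in Figure 4C were all lower in LPS-PW than in LPS, with a median log2FC of -1.11. Without the block 0 of them passed the threshold over all genes (10 at an unadjusted p under 0.05), with it 10 did, and adjusted over the list alone 10 did in the fit without the block. Of the 3 genes labeled as up-regulated, LIN54 had a log2FC of 0.42, RASSF8 0.48 and PCDH9 0.53, and each was higher in LPS-PW within 3 of 3 replicate numbers. In the fit without the block 0 of the 3 were DEGs over all genes, all 3 had an unadjusted p under 0.05, and adjusted over the list alone all 3 were called, while with the block 0 were DEGs over all genes. With DESeq2 and the block fitted to only the 2 groups compared, an alternative chosen after seeing the data, RASSF8 and PCDH9 were DEGs. RASSF8 overlaps RASSF8-AS1 on the other strand, which took 3305 counts against 13198 for RASSF8. These genes were labeled because of their values in these libraries, so the counts over the lists alone are not independent evidence.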

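The 559 genes up-regulated in the PW vs. Unstim group had a median log2FC of 1.22 in PW and 2.59 in LPS, with the 27 genes at the floor in Unstim set to their bounds. The LPS response was the larger for 526 of them. LPS also up-regulated 547 of these genes, and it down-regulated 177 of the 193 genes that PW down-regulated. The other direction was rare, with 8 genes called in opposite directions by PW and LPS.
Across all tested genes, the log2FC of the PW vs. Unstim group and that of the LPS vs. Unstim group had a Pearson r of 0.757 and a slope of 0.32. Genes are not independent replicates, and both comparisons share the Unstim libraries, for which 20 simulated data sets with an unchanged PW group gave an r between 0.0877 and 0.152. DESeq2's log2FCs moved this value most, to 0.527, but over every gene with a count and not only the tested genes. The sign was the same for 87.8% of the DEGs of the LPS vs. Unstim group, against 54.6% to 56.9% in the simulations.
Of a hand-written list of 55 genes raised by type I interferon, 54 were tested, and 15 of the list are also in Figure 4A. LPS raised the list by a median log2FC of 2.34, or 2.31 with genes at the floor in Unstim at their bounds, and 48 of its genes were up-regulated. In the PW vs. Unstim group the list's median was -0.32, with 43 genes lower and 11 higher. This shift passed the camera set test with a preset correlation (adjusted p = 0.0047 after Benjamini-Hochberg adjustment over 72 set tests, and 0.0014 with the replicate block). It did not pass fry (adjusted p = 0.530) or camera with an estimated correlation (adjusted p = 0.663). Within replicate numbers 1, 2 and 3 the median difference was -0.21, -0.27 and -0.40. Over all genes 1 member was up-regulated and 1 down-regulated, and with the block these counts were 3 and 6.
In the LPS-PW vs. LPS group the list's median was -0.96, and 53 of the 54 genes were lower. The adjusted p was 7.4e-87 by camera, 0.017 by fry and 0.0074 with an estimated correlation, each with Benjamini-Hochberg adjustment. Within replicate numbers 1, 2 and 3 the median difference was -0.93, -1.05 and -0.87. Over all genes 0 members were DEGs without the block (39 lower at an unadjusted p under 0.05) and 26 were with it, all lower, and adjusted over the list alone 36 were lower without the block. With 1 library left out in turn the median lay between -1.24 and -0.75.
From the genes that PW changed without LPS and those it changed under LPS, the paper concludes that PW was mildly pro-inflammatory when given alone and anti-inflammatory when LPS was present.

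**Figure D2:**
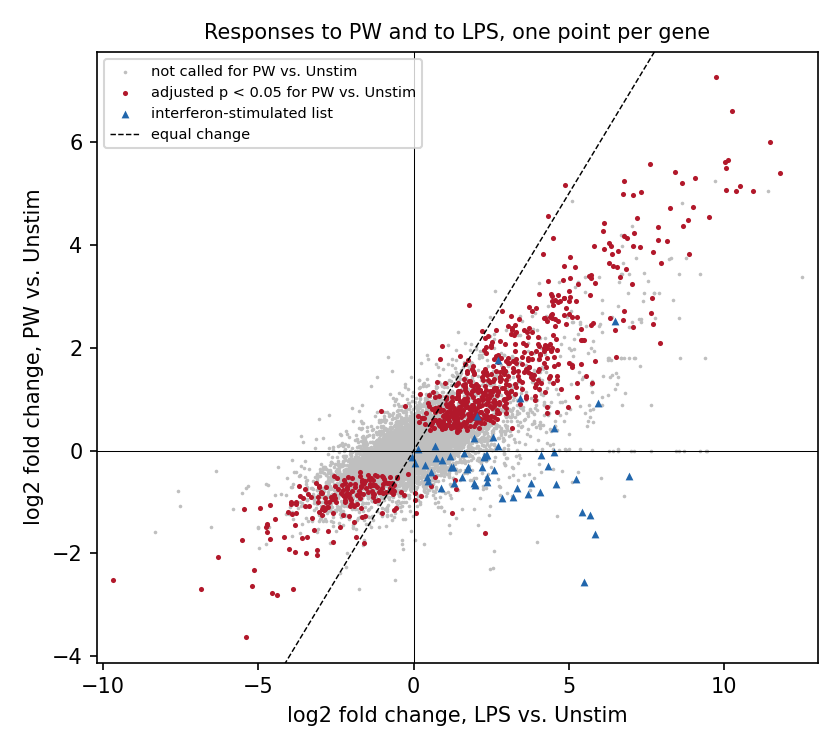
Log2 fold change of the PW vs. Unstim group (vertical axis) against that of the LPS vs. Unstim group (horizontal axis) for each tested gene, with genes not called for PW in grey, genes with an adjusted p under 0.05 for PW in red (edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment) and the interferon-stimulated list as blue triangles. Most red points lie between the horizontal axis and the dashed line of equal change, and most blue triangles lie right of 0 and below it. Genes at the floor in Unstim are drawn at fitted values.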

**Figure 4:**
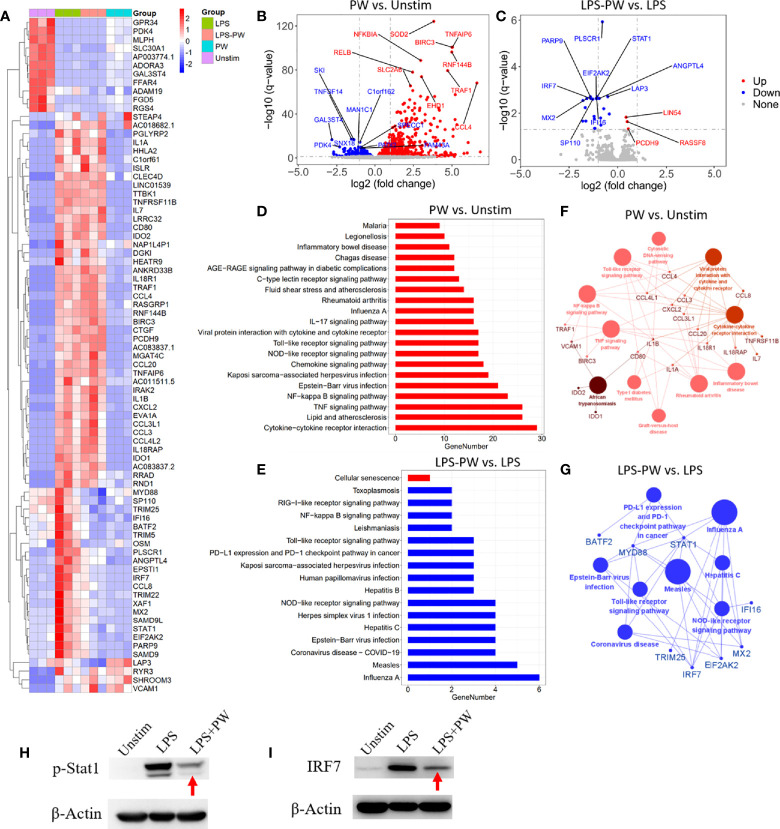
Transcriptome analysis by RNA-Seq defining the immunomodulatory activities of PW in THP-1-derived macrophages. **(A)** The heatmap of the top 79 differentially expressed genes (DEGs) among the four experimental groups: LPS stimulation (LPS), LPS with PW treatment (LPS-PW), PW treatment only (PW) and unstimulated control (Unstim); each with three biological replicates; top 57 DEGs of adjusted p-value < 0.05 and |log2 (fold change)| > 2 were identified for PW vs. Unstim group, and 22 DEGs with adjusted p-value < 0.05 and |log2 (fold change)| > 0.5 were shown for LPS-PW vs. LPS group. **(B, C)** Volcano plots showing all the gene expression pattern and highlighting the top 10 up- or down-regulated DEGs in PW vs. Unstim group **(B)** and LPS-PW vs. LPS group **(C)**; the red, blue and gray color represents up-regulated, down-regulated and non-significant genes, respectively; the threshold line setting for adjusted p-value = 0.05 and |log2 (fold change)| = 1. **(D, E)** KEGG pathway enrichment analysis for PW vs. Unstim **(D)** and LPS-PW vs. LPS **(E)**; all the pathways were significantly enriched with an adjusted p-value < 0.05; the red and blue color represents up-regulated and down-regulated pathways, respectively. **(F G)** Interaction analysis of pathways and related genes by ClueGO for PW vs. Unstim group **(F)** and LPS-PW vs. LPS group **(G)**; the red and blue color represents up-regulated and down-regulated pathways and genes, respectively; the cut-off p-value = 0.05. **(H, I)** Immunoblotting confirming the inhibition of STAT1 activation (phosphorylation of STAT1, p-STAT1) at 2h **(H)** and IRF7 expression at 24 h **(I)** by PW under LPS stimulation; β-actin as the internal control. PW = 100 nM, LPS = 10 ng/mL, N ≥ 3.

The KEGG pathway enrichment analysis identified 20 and 17 significantly enriched pathways in the PW vs. Unstim group and the LPS-PW *vs*. LPS group, respectively (**Figures 4D, E**). 

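KEGG's gene sets were not used here. In their place, a list of 59 receptors, adaptors, kinases and transcription factors of TLR and NF-κB signaling was written by hand, of which 55 passed the filter and 5 are also in Figure 4A. In the PW vs. Unstim group, 34 of the 55 genes were higher and 21 lower, with a median log2FC of 0.12. The set as a whole moved up by camera (adjusted p = 1.4e-19), by fry (adjusted p = 1.0e-05) and by camera with an estimated correlation (adjusted p = 0.0019), each with Benjamini-Hochberg adjustment over the set tests. Over all genes, 17 members were up-regulated and 0 down-regulated by edgeR's quasi-likelihood test (19 and 1 with the replicate block, 3 lower at an unadjusted p under 0.05 without it), and adjusted over the list alone 19 were up- and 3 down-regulated. Within replicate numbers 1, 2 and 3 the median difference was 0.13, 0.13 and 0.22. The same list had a median log2FC of 0.55 in the LPS vs. Unstim group, where 31 members were up- and 12 down-regulated.
NFKBIA (ENSG00000100906, chromosome 14 of GRCh38 from 35401511 to 35404749, - strand) encodes IκBα and is itself a target of NF-κB. It had 40.4 ± 2.65 CPM in Unstim, 316 ± 35.6 CPM in PW and 1162 ± 131 CPM in LPS (SD, n = 3 each). Its log2FC was 2.97 in the PW vs. Unstim group (standard error 0.13, adjusted p = 1.7e-08, edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment) and 4.85 in the LPS vs. Unstim group. With 1 library left out in turn, the value for PW stayed between 2.89 and 3.05.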

PW treatment alone up-regulated the immune-related signaling pathways, such as Toll-like receptor signaling pathways, NF-κB signaling pathways, and viral infection-related signaling pathways (**Figure 4D**). However, with the LPS stimulation, PW in contrast down-regulated those immune-related signaling pathways including Toll-like receptor signaling pathways and NF-κB signaling pathways (**Figure 4E**). These up- and down-regulated pathways and essential genes were plotted into the pathway networks as shown in **Figures 4F, G**. 

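In the LPS-PW vs. LPS group, the hand-written list of TLR and NF-κB components had a median log2FC of 0.03, with 31 genes higher and 24 lower. The set did not move by camera (adjusted p = 0.894), by fry (adjusted p = 0.944) or by camera with an estimated correlation (adjusted p = 0.939), each with Benjamini-Hochberg adjustment. The median was -0.01 without LPS-PW replicate 2 and between that and 0.11 over the fits that each left out 1 library. Over all genes 0 members were DEGs without the replicate block (3 lower and 1 higher at an unadjusted p under 0.05), and with it 3 were, all lower. Adjusted over the list alone, 3 genes were lower in the fit without the block as well.
The 8 genes of the network in Figure 4G, all of them also in Figure 4A, were lower in LPS-PW than in LPS, with a median log2FC of -1.11. Of the 8, 0 passed the threshold over all genes without the block (8 at an unadjusted p under 0.05) and 8 did with it, and adjusted over the list alone 8 did without the block. The study picked these genes from the same libraries, so the last count is not independent evidence. LPS up-regulated all 8 against Unstim, with a median log2FC of 1.23. In LPS-PW their median against Unstim was -0.04, where 7 did not differ from Unstim and 1 was above it (edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). With the block 4 did not differ from Unstim, 2 were above it and 2 below it.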

In the networks, many cytokine genes were found to be elevated in PW vs. Unstim group, while the STAT1 and IRF7 transcription factors as well as the primary adaptor protein in TLR pathway MyD88 were down regulated in the LPS-PW vs. LPS group. 

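Of the 19 genes in the network of Figure 4F, 18 were tested, and all 18 were up-regulated in the PW vs. Unstim group with an absolute log2FC above 2. The study picked these genes from the same libraries. Their median was 4.73, or 4.06 with the 8 genes at the floor in Unstim set to their bounds. A hand-written list of 34 inflammatory cytokines and chemokines had 32 tested genes, and 11 of the list are also in Figure 4A. In PW, 28 were higher and 1 lower than in Unstim, with a median log2FC of 2.72, or 2.53 over the 27 genes above the floor in at least 1 of the groups with bounds for those at the floor in Unstim. The list moved up by camera (adjusted p = 1.4e-49), fry (adjusted p = 9.8e-05) and camera with an estimated correlation (adjusted p = 0.0033), each with Benjamini-Hochberg adjustment. Over all genes 18 members were up-regulated, and adjusted over the list alone 20 were. Within replicate numbers 1, 2 and 3 the median difference was 1.85, 1.84 and 2.61.
TNF (ENSG00000232810, chromosome 6 of GRCh38 from 31575567 to 31578336, + strand) had 1.90 ± 0.345 CPM in Unstim and 29.9 ± 8.81 CPM in PW (SD, n = 3 each). Its log2FC was 3.98 (standard error 0.50, adjusted p = 0.00019, edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). IL1B (ENSG00000125538, chromosome 2 from 112829751 to 112836903, - strand) went from 14.2 ± 5.86 to 240.1 ± 89.7 CPM (log2FC 4.08, standard error 0.40, adjusted p = 2.2e-05, same edgeR test). CXCL8 (ENSG00000169429, chromosome 4 from 73740506 to 73743716, + strand) went from 72.7 ± 20.5 to 1107 ± 181 CPM (log2FC 3.93, standard error 0.34, adjusted p = 6.7e-06, same edgeR test). CCL2 (ENSG00000108691, chromosome 17 from 34255218 to 34257203, + strand), which encodes MCP-1, went from 5.90 ± 2.63 to 34.1 ± 6.06 CPM. Its log2FC of 2.53 (standard error 0.69) had an adjusted p of 0.055 without the block and 0.00017 with it, and from 1.0e-44 to 0.137 across the alternatives (edgeR's quasi-likelihood test, or DESeq2's Wald test in some alternatives, with Benjamini-Hochberg adjustment).
IRF7 (ENSG00000185507, chromosome 11 from 612553 to 615999, - strand) had 13.0 ± 2.31 CPM in Unstim, 12.3 ± 0.439 in PW, 66.4 ± 26.5 in LPS and 25.2 ± 10.1 in LPS-PW. Its log2FC was 2.35 in the LPS vs. Unstim group and -1.40 in the LPS-PW vs. LPS group (standard error 0.30), and LPS-PW stayed above Unstim (log2FC 0.95, adjusted p = 0.018, edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). MYD88 (ENSG00000172936, chromosome 3 from 38138478 to 38143022, + strand) had 61.9 ± 1.82 CPM in Unstim, 58.8 ± 3.08 in PW, 83.0 ± 17.9 in LPS and 50.0 ± 8.26 in LPS-PW. Its log2FC was -0.73 in the LPS-PW vs. LPS group (standard error 0.16). The rise of MYD88 in LPS (log2FC 0.42, adjusted p = 0.036, same edgeR test) depended on the scaling and was 0.09 with library size alone, with an adjusted p between 0.0042 and 0.634 over the alternatives. It also lost significance in 5 of the 6 fits that each left out 1 library.
Both genes were lower in LPS-PW than in LPS within 3 of 3 replicate numbers. Without the block the adjusted p of this difference was 0.375 for both genes by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. With the block it was 0.0059 for IRF7 and 0.024 for MYD88 by the same test. Across the alternatives it ran from 1.5e-13 to 0.9999 for IRF7 and from 1.3e-07 to 0.9999 for MYD88. The low end for IRF7 came from DESeq2 with the block on only the 2 groups compared, chosen after seeing the data. Among the other alternatives its lowest value was 3.7e-13, from edgeR without the filter on low counts. In the PW vs. Unstim group the log2FC was -0.08 for IRF7 and -0.07 for MYD88, with adjusted p-values of 0.951 and 0.897 by the same edgeR test. The sign for IRF7 turned without Unstim replicate 2, to 0.02.

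**Figure D3:**
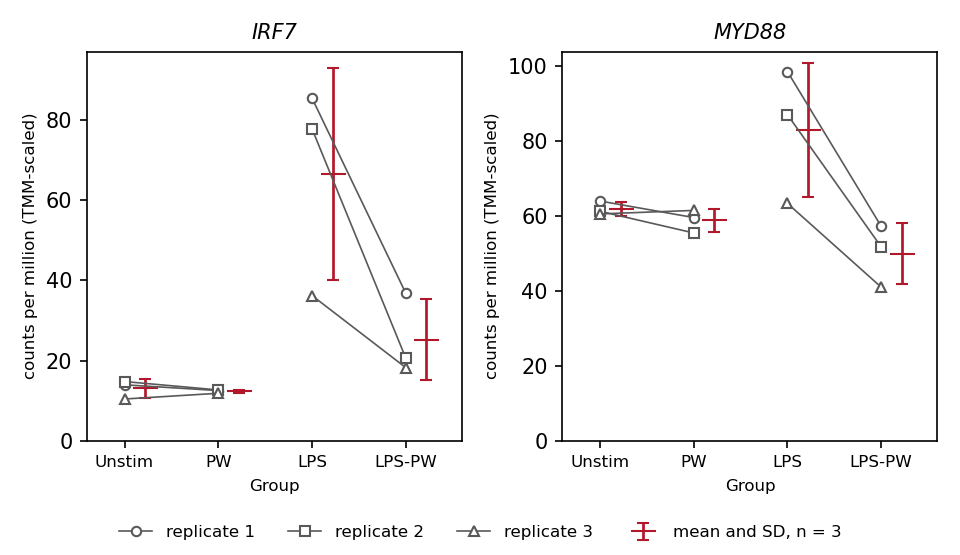
TMM-scaled CPM of IRF7 and MYD88 in each library of the 4 groups, with lines linking the same replicate number between Unstim and PW and between LPS and LPS-PW and red marks for the mean ± SD of 3 replicates. The lines from LPS to LPS-PW fall in 3 of 3 replicates of each gene, and the spread is widest in LPS.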

The changes in the phosphorylation of STAT1 and IRF7 expression were confirmed by immunoblotting (**Figures 4H, I**). The reporter assay, cytokine measurements and the transcriptomic profiles coherently revealed that PW had opposite immunomodulatory effects depending on the presence of the TLR stimuli.

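Whether the effect of PW differed with and without LPS was tested as an interaction, the log2FC of the LPS-PW vs. LPS group minus that of the PW vs. Unstim group. By edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, 283 genes had an interaction with an adjusted p under 0.05. Of these, 259 were negative and 24 positive. With the replicate block 664 genes passed, of which 522 were negative and 142 positive. The count moved most with DESeq2 and the block in a fit of all 12 libraries, to 758. BIRC3 had an interaction of -4.61 (standard error 0.24, adjusted p = 3.4e-07, same edgeR test), and NFKBIA one of -2.97 (standard error 0.17, adjusted p = 7.2e-07, same edgeR test).
The 259 genes with a negative interaction were all up-regulated by LPS alone, as were 547 of the 559 genes that PW up-regulated. PW without LPS raised them by a median log2FC of 1.80, or 1.77 with the 11 genes at the floor in Unstim at their bounds. Their median log2FC in the LPS-PW vs. LPS group was 0.07, where 85 were lower by sign and 5 were down-regulated in the blocked fit. No gene was both up-regulated in the PW vs. Unstim group and down-regulated in the LPS-PW vs. LPS group (0 genes, or 5 at an unadjusted p under 0.05 in the latter), and 3 were in the blocked fit.
The inflammatory cytokine list had a median log2FC of 0.18 in the LPS-PW vs. LPS group, with 23 genes higher and 9 lower, and did not move by camera (adjusted p = 0.458 with Benjamini-Hochberg adjustment). Over all genes 0 members were DEGs without the block (3 lower at an unadjusted p under 0.05) and 1 was with it, lower in LPS-PW. Adjusted over the list alone, 3 were lower in LPS-PW without the block. The median was -0.02 without LPS-PW replicate 2, 0.41 without LPS replicate 2 and 0.40 without LPS-PW replicate 3, and the list passed the set test as a rise in the last 2 of these fits. Its interaction had a median of -2.90, or -2.99 over 27 genes with bounds, and an adjusted p of 8.2e-56 by camera, 0.00031 by fry and 0.0022 with an estimated correlation, each with Benjamini-Hochberg adjustment. Of its members 15 had a negative interaction over all genes and 22 when adjusted over the list alone. The interaction of the TLR and NF-κB list had a median of -0.18 (adjusted p = 2.4e-19 by camera, 5.3e-05 by fry, with Benjamini-Hochberg adjustment).
Of the cytokines that the paper measured as secreted proteins, TNF had 106 ± 48.5 CPM in LPS and 129 ± 69.6 CPM in LPS-PW (SD, n = 3 each), a log2FC of 0.28. CCL2 had 66.4 ± 46.7 and 48.2 ± 34.5 CPM, a log2FC of -0.46. IL6 (ENSG00000136244) and IL12B (ENSG00000113302) had 0 counts in every Unstim and PW library. IL6 was at least 25.9-fold higher in LPS and at least 27.0-fold higher in LPS-PW than the floor of detection in Unstim, and IL12B at least 29.8-fold and 47.1-fold. Of these 4 transcripts 0 differed between LPS-PW and LPS over all genes, 0 did at an unadjusted p under 0.05, and 0 did when adjusted over the list alone. CCL2 was called lower only by DESeq2 with the block on the 2 groups compared (adjusted p = 0.012), an alternative chosen after seeing the data, and its adjusted p over the alternatives ran from that value to 1.00. With 1 library left out in turn the log2FC ran from -0.15 to 0.65 for TNF, from -0.71 to 0.58 for IL6, from 0.05 to 1.27 for IL12B and from -1.01 to 0.11 for CCL2. The paper reports that PW lowered the secreted proteins of these genes under LPS, in medium collected after a longer time than 4 h. Its PW doses there were the one sequenced and a higher one. RNA at 4 h and protein in the medium later are different measures, so both results can hold.

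**Figure D4:**
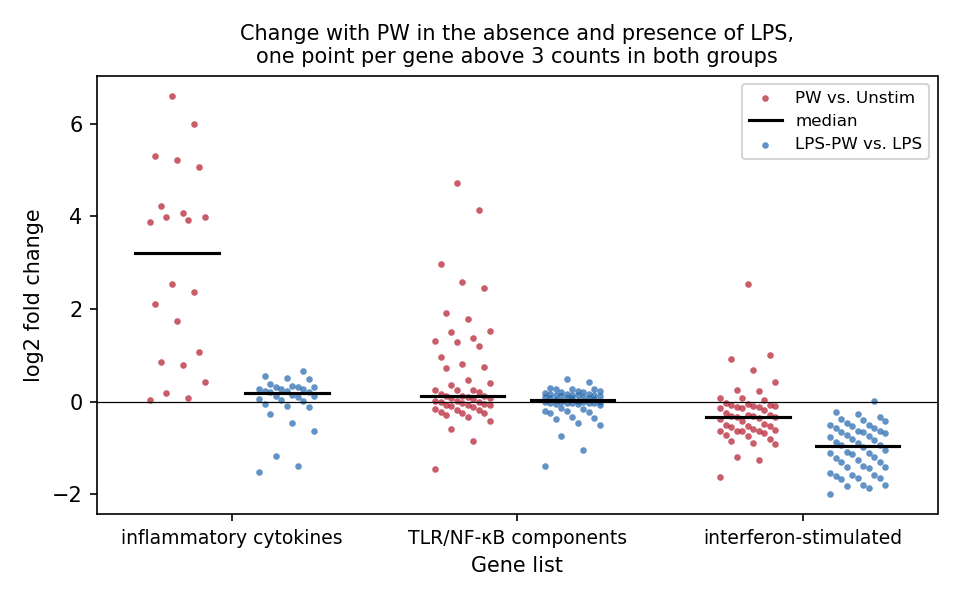
Log2 fold change of each gene of the inflammatory cytokine, TLR and NF-κB and interferon-stimulated lists in the PW vs. Unstim group (red) and the LPS-PW vs. LPS group (blue), with black bars for the median of the genes drawn. Genes at the floor in either group of a comparison are left out, which leaves 22 of 32 cytokine genes with a median of 3.20 in red. The cytokine genes lie mostly above 0 in red and on both sides of 0 in blue, and the interferon-stimulated genes lie mostly below 0 in blue.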

### The Mechanism(s) of Actions of the Novel Immunomodulatory Activities of PW

We previously found that the inhibitory activity of the peptide-GNP hybrid P12 on TLR signaling was through the modulation of the endosomal pH (11). We expected that PW may have a similar mechanism as well. The uptake experiment by the confocal microscopy indeed showed that PW was internalized by macrophages (**Figure 5A**). To elucidate which internalization pathways were involved in the PW uptake, different chemical inhibitors were used to specifically inhibit the uptake pathway. It was found that the micropinocytosis inhibitors wortmannin and CytoD could significantly reduce the uptake of PW (**Figure 5B**), suggesting that PW was internalized through the micropinocytosis. As expected, the internalized PW at higher concentrations (100 and 200 nM) could block the endosomal acidification probed by the endosomal pH indicator (pHrodo red), where the dimmer fluorescence signals indicated a higher endosomal pH; the same phenomenon was seen with the well-known pH modulator chloroquine (CHQ) serving as a positive control (**Figures 5C, D**). These results suggested that the endosomal pH modulation contributed to the observed concentration dependent inhibition of TLR signaling by PW.

**Figure 5:**
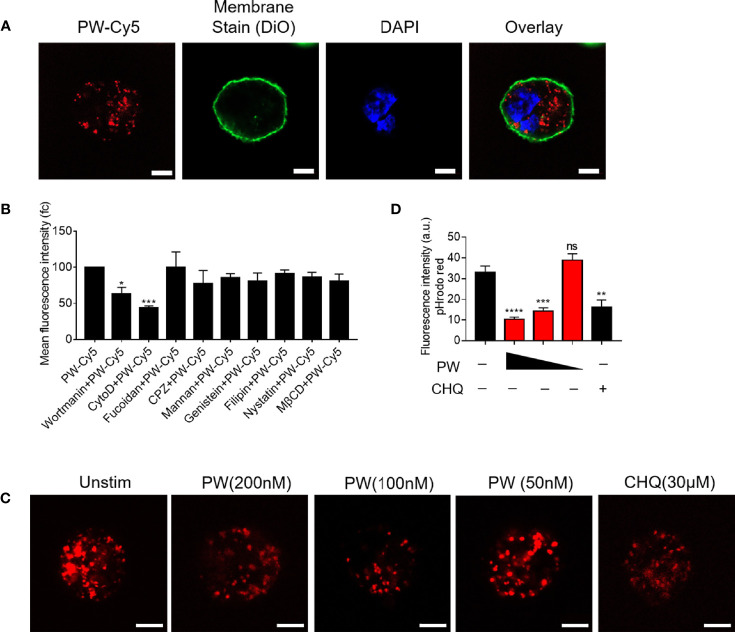
The uptake of PW in THP-1-derived macrophages and the modulation of the endosomal pH. **(A)** Confocal images of macrophages treated with Cy5 labeled PW (PW-Cy5, red) for 5 h with the cell membrane stained with DiO (green) and the nucleus stained with DAPI (blue). **(B)** The quantitative analysis of PW-Cy5 in the macrophages with the pre-treatment of various endocytic pathway inhibitors for 5 h in comparison with the no inhibitor control by flow cytometry; N ≥ 3. **(C)** Confocal images of macrophages treated with PW (200, 100 and 50 nM) and the well-known pH modulator chloroquine (CHQ, 30 μM); cells were simultaneously treated with the endosomal pH indicator pHrodo red dextran (10 μg/mL, red); scale bar = 5 μm. **(D)** Quantitative analysis of the pHrodo red fluorescence signals as an indicator of endosomal pH; over 30 cells were quantified from three independent experiments; the fluorescence intensity is reversely proportional to the pH. *p < 0.05, **p < 0.01, ***p < 0.001, ****p < 0.0001; ns, not significant.

In addition to endosomal pH modulation, there may be other mechanisms of action of PW due to its unique opposite immunomodulatory activity. Based on the above discovery (**Figures 2**, **4**), we hypothesized that the inhibitory effects of PW on the TLR signaling may be primed by the PW treatment, in analogy to the LPS tolerance effects (17). To test this hypothesis, we pre-treated the reporter cell-derived macrophages with PW (100 nM) for different time periods (6, 12, 24 and 48 h), followed by the removal of PW and stimulation with LPS for 24 h to assess the activation of NF-κB/AP-1 and IRF (**Figure 6A**). Interestingly, we found that the PW pre-treatment (for up to 24 h) could inhibit the LPS-induced NF-κB/AP-1 activation; the inhibitory effects diminished and disappeared with longer pre-treatment (48 h) (**Figure 6B**). However, PW pre-treatment appeared to have shorter (6 h) and less priming effects on inhibition of the LPS-induced IRF activation (**Figure 6C**). These results revealed that although PW alone could trigger some inflammatory responses in the macrophages, such reaction may also activate certain regulatory signaling that could last for up to 48 h of priming for the second strike of strong inflammatory signals.

**Figure 6:**
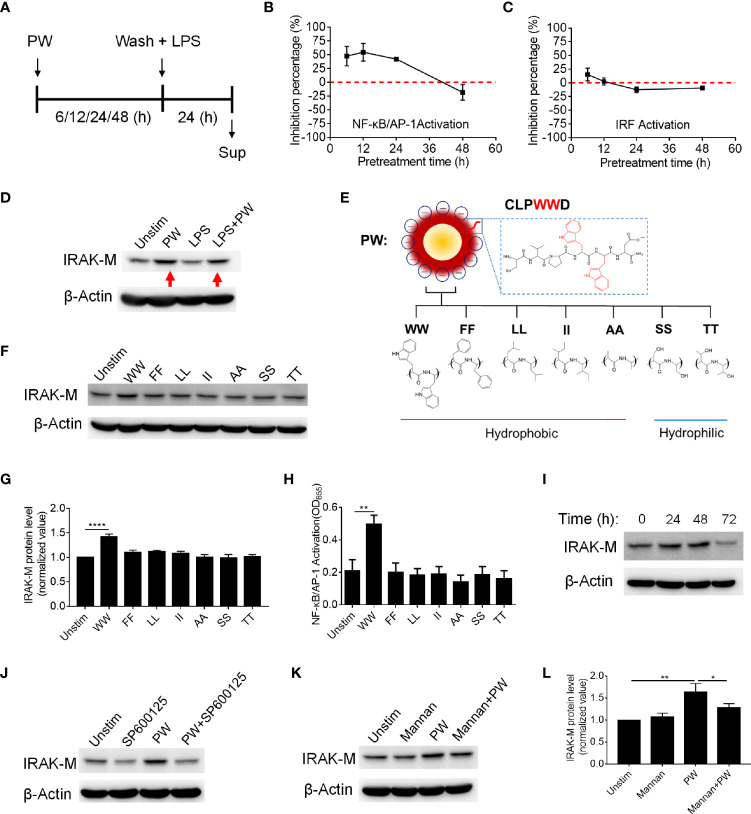
The priming effects of PW on the TLR4 inhibition in relationship with the tryptophan dependent expression of IRAK-M in THP-1-derived macrophages. **(A)** The scheme of PW priming (100 nM) for different time periods (6, 12, 24 and 48 h) followed by LPS stimulation (10 ng/mL) for 24 h. **(B, C)** The time effect of PW pre-treatment on its inhibitory capacity on the activation of NF-κB/AP-1 **(B)** and IRF **(C)** upon LPS stimulation. **(D)** Immunoblotting showing the IRAK-M expression at 24 h induced by PW (100 nM) in the absence and presence of LPS (10 ng/mL) stimulation; β-actin as the internal control. **(E)** A scheme showing the mutation of two adjacent tryptophan residues (WW) in the peptide coating of PW to other two hydrophobic amino acids: phenylalanine (FF), leucine (LL), isoleucine (II) and alanine (AA) or hydrophilic amino acids: serine (SS) and threonine (TT). **(F)** The effect of the mutated hybrids (100 nM) displaying different amino acid residues on the IRAK-M expression at 24 h by immunoblotting; β-actin as the internal control. **(G)** Quantification of the IRAK-M expression in **(F)**. **(H)** The effect of the mutated hybrids (100 nM) on the NF-κB/AP-1 activation in the THP-1 reporter cell-derived macrophages. **(I)** The time course of IRAK-M expression induced by PW (100 nM); β-actin as the internal control. **(J)** Immunoblotting showing the IRAK-M expression at 24 h induced by PW (100 nM) in the absence and presence of SP600125 (10 µM); β-actin as the internal control. **(K)** Immunoblotting showing the IRAK-M expression at 24 h induced by PW (100 nM) with/without the pretreatment of mannan (5 µg/mL) for 0.5 h; β-actin as the internal control. **(L)** Quantification of the IRAK-M expression in **(K)**. N ≥ 3, *p < 0.05, **p < 0.01, ****p < 0.0001.

There are many negative regulators reported in controlling the TLR signaling cascades driving NF-κB activation, including SOCS1/3, A20, CYLD and SHP1 (18, 19). Among them, interleukin-1 receptor-associated kinase 3 (IRAK3 or IRAK-M) is a well-known one inhibiting TLR signaling, especially present in the monocytes and macrophages (20). It has been reported to participate in the signaling establishing LPS tolerance of macrophages (21). Thus, we speculated that IRAK-M may be involved in the inhibitory mechanisms of PW on TLR signaling. Interestingly, we found that PW could significantly elevate the expression of IRAK-M in the absence or presence of LPS stimulation (**Figure 6D**). The up-regulation of IRAK-M by PW was specific to the presence of WW region in the peptide sequence, as replacing WW with FF, LL, II, AA, SS, or TT (**Figure 6E**) could not induce the expression of IRAK-M (**Figures 6F, G**). This WW specific induction of IRAK-M expression was correlated well with the NF-κB activation by PW (**Figure 6H**). We also examined the time course of IRAK-M expression upon PW treatment and found that the IRAK-M expression increased with time and reached the maximum expression at 48 h, but significantly deceased at 72 h (**Figure 6I**). This time course of IRAK-M expression, to our surprise, had nice correlation with the observed priming effects of PW on inhibiting LPS-induced NF-κB activation (**Figure 6B**), where no inhibitory effect was seen at the condition of 48 h pre-treatment of PW with 24 h stimulation of LPS, at which the IRAK-M expression significantly dropped 72 h after PW treatment. These observations indicated that the inhibition of NF-κB by PW treatment might be also associated with the up-regulation of IRAK-M, while the inhibition of IRF by PW was primarily governed by the endosomal pH modulation.

Next, we aimed to address how PW induced IRAK-M expression. It was found that IRAK-M expression is regulated by JNK activation (22). When the macrophages were treated with the JNK inhibitor (SP600125), the IRAK-M expression induced by PW was down-regulated (**Figure 6J** and **Supplementary Figure S3**), confirming that JNK activation participated in the IRAK-M expression. To further explore how the PW-induced IRAK-M expression was triggered at the cell surface, we examined the mannose receptor as it has been reported to be utilized by a Trp containing protein to induce IRAK-M expression in macrophages (23, 24). We pretreated the THP-1-derived macrophages with an optimized concentration of the mannose receptor ligand mannan (**Supplementary Figure S4**) to block the interaction of PW with the receptor without activating it. Interestingly, the up-regulation of IRAK-M by PW was significantly reduced (**Figures 6K, L**) with the pretreatment of mannan at a low concentration (5 µg/mL), suggesting that the mannose receptor was involved in the PW-induced IRAK-M expression. These results provide better understanding of the Trp displaying nanodevices-induced IRAK-M expression and the subsequent effects on the TLR inhibition.

### The Therapeutic Efficacy of PW in LPS-Induced ALI Mouse Model

We have demonstrated that PW was able to inhibit TLR signaling pathways and exhibit anti-inflammatory activity *in vitro*. Next, we employed a mouse model of LPS-induced ALI to examine the therapeutic activities of PW *in vivo*. PW (1.25 nmol/kg) was administered by intratracheal injection 2 h before the LPS (10 mg/kg) challenge through the same route, and the bronchoalveolar lavage fluid (BALF) and lung tissues were collected for the analysis of lung inflammation and injury 24 h after LPS challenge (**Figure 7A**). We found that the PW treatment was able to reduce the LPS-induced lung inflammation by decreasing the total cell and neutrophil counts in the BALF (**Figures 7B, C**) and increasing the anti-inflammatory cytokine IL-10 in the BALF (**Figure 7D**), and reducing the ratio of wet-to-dry lung (W/D ratio) indicating the severity of pulmonary edema (**Figure 7E**). It is worth noting that PW treatment itself did not induce severe inflammatory responses *in vivo*. The cytospin images of the BALF cells revealed that PW was preferentially accumulated in the alveolar macrophages, indicating its targeting ability to macrophages (**Supplementary Figure S5**).

**Figure 7:**
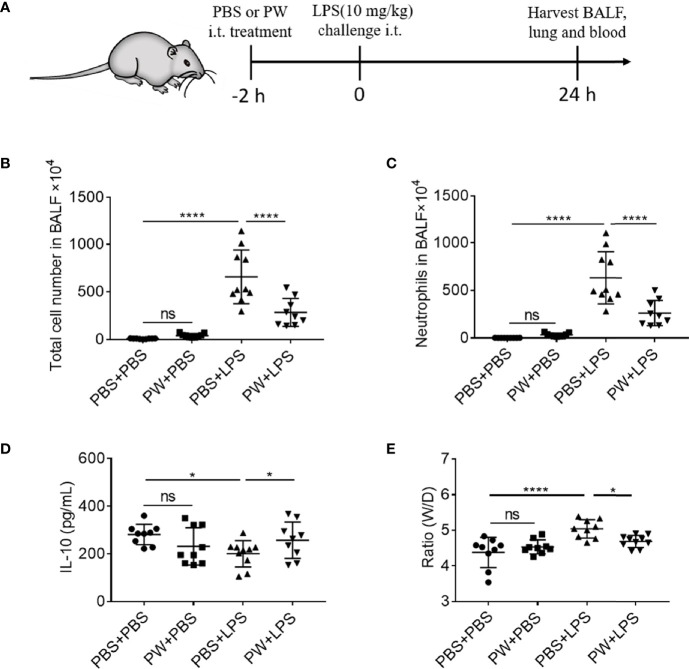
The inhibitory effect of PW on the lung inflammation in LPS-induced ALI mice. **(A)** The scheme of the LPS-induced ALI mouse model; PW (1.25 nmol/kg) was intratracheally administered 2 h before the LPS (10 mg/kg) challenge through the same route for 24 h; the BALF was collected for the analysis of the total number of cells **(B)** and the neutrophils **(C)** infiltrated in the lung. **(D)** The level of the anti-inflammatory cytokine IL-10 in the BALF. **(E)** The pulmonary edema assessed by the lung W/D ratio. N ≥ 9 per group; ns, not significant, *p < 0.05, ****p < 0.0001.

The lung injury and inflammation were also evaluated by histopathological analyses of both peribronchiolar and perivascular inflammatory infiltration on H&E stained lung tissue sections (**Figure 8A**). PW treatment attenuated LPS-induced ALI as quantified by the injury scores of the 5 histological features (**Figure 8B**): the alveolar neutrophils (**Figure 8C**), interstitial neutrophils (**Figure 8D**), hyaline membranes (**Figure 8E**), proteinaceous debris (**Figure 8F**) and alveolar septal thickening (**Figure 8G**). Note that the PW treatment alone could slightly increase the injury score, especially the alveolar and interstitial neutrophils as well as the proteinaceous debris scores, but much less than the LPS group. Overall, PW was able to alleviate LPS-induced ALI in mice although the hybrid alone may prime some mild inflammatory responses in the lung.

**Figure 8:**
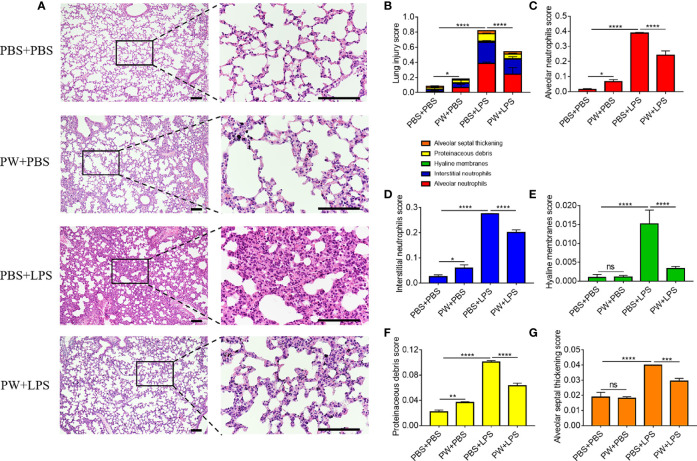
The protective effect of PW on the histopathological damages of the lung in LPS-induced ALI mice. **(A)** The images of lung sections stained with H&E; the scale bar = 100 µm. **(B)** The lung injury score based on the 5 pathophysiological characteristics: the alveolar neutrophils **(C)**, interstitial neutrophils **(D)**, hyaline membranes **(E)**, proteinaceous debris **(F)** and alveolar septal thickening **(G)**. N ≥ 9 per group; ns, not significant, *p < 0.05, **p < 0.01, ***p < 0.001, ****p < 0.0001.

In addition to LPS-induced ALI, we also established a mouse model of Poly I/C-induced acute lung inflammation to investigate the therapeutic effect of PW on excessive TLR3 activation. PW (1.25 nmol/kg) was given intratracheally 2 h before Poly I/C (2.5 mg/kg) challenge twice at 0 and 24 h through the same route; the BALF or lung tissue was collected 24 h after the second Poly I/C challenge (**Supplementary Figure S6A**). We found that the Poly I/C challenge caused moderate inflammatory infiltration (compared with the LPS challenge) to the lung, and the PW treatment was able to decrease the number of total cells and neutrophils in the BALF (**Supplementary Figures S6B, C**). Similarly, PW treatment could also reduce the lung injury score from the histopathological analyses (**Supplementary Figures S6D, E**). Specifically, the PW treatment reduced the number of alveolar and interstitial neutrophils, hyaline membrane, protein fragments and alveolar septum thickening (**Supplementary Figures S6F–J**). These results suggested that PW could alleviate TLR3 activation-mediated lung inflammation in mice, making PW a potent anti-inflammatory agent targeting multiple TLR signaling pathways for treating ALI.

## Discussion

Multiple lines of evidences have demonstrated that macrophages play a central role in the initiation, progression and resolution of inflammation in various disease conditions. Regulation of macrophage activation and its inflammatory responses would provide a promising therapeutic strategy to intervene such detrimental conditions. Nanodevices can naturally target macrophages through endocytosis and phagocytosis owing to their nanoscale property, making them a new class of versatile and effective agents to modulate the biological function of macrophages. In this study, we showed that a special class of Trp-containing hexapeptide-coated GNPs, PW, could trigger minute pro-inflammatory responses of macrophages; however, these nano-hybrids inhibited multiple TLR signaling pathways and exhibited potent anti-inflammatory activities *in vitro* and *in vivo* under the strike of strong inflammatory stimuli. This unique activity of PW could be attributed to the two arms of mechanistic actions: the blocking of endosomal acidification to inhibit TLR signaling, and the up-regulation of IRAK-M expression to dampen NF-κB activation in macrophages. The latter might contribute to the observed priming effect of PW for protection of macrophages from a subsequent insult by TLR stimulation in analogy to the known endotoxin tolerance effect. The Trp-containing peptide-GNP hybrids by design represented a novel immunomodulatory nanodevice that could be applied to manage the dysregulated innate immune responses for treating inflammatory conditions as in ALI and its severe form of acute respiratory distress syndrome (ARDS).

### Nanodevice-Based Immune Modulation of Macrophages

TLRs are one major class of pathogen recognition receptors (PRRs) responsible for mounting innate immune responses in the host defense against infections or non-infectious insults (25). Excessive activation of TLR is associated with many inflammatory disorders, and hence regulating TLR signaling has become an attractive intervention strategy. Herein, we discovered that a peptide-decorated nanodevice (PW) that displays tryptophan residues on the surface could inhibit multiple TLR pathways including TLR4, TLR3 and TLR7/8 (**Figures 2** and **3**), and the production of pro-inflammatory cytokines (IL-6, IL-12/IL-23p40, TNF-α and MCP-1). Interestingly, PW did not affect TLR2 signaling, suggesting that PW preferentially acted on endosomal-related TLR signaling. The ability of inhibiting multiple TLR pathways makes PW a potent nano-inhibitor to regulate multifactorial, overwhelming inflammatory reactions in complex diseases like ALI/ARDS.

It was surprising to us that PW alone had mild pro-inflammatory activity on NF-κB activation (**Figures 2**, **4**). This unique property of PW appeared to rely on the tryptophan residues displaying on the nanodevice. When replacing WW residues in the peptide coating on PW to either other hydrophobic amino acids (FF, LL, II, AA) or hydrophilic ones (SS, TT), these nano-hybrids did not activate NF-κB (**Figure 6H**). Moreover, neither the peptides alone nor the bare GNPs induced the activation of NF-κB (**Supplementary Figure S1**). Thus, the specific presence of the membrane anchoring amino acid tryptophan on the GNP surface imparts the nano-hybrid novel activity to mildly activate macrophages. Such an action on the contrary primed macrophages to lower the response for the subsequent inflammatory stimulation (see below IRAK-M).

On the other hand, the uptake of PW in macrophages could significantly modulate the endosomal pH, which in turn inhibited the TLR signaling (**Figure 5**). It has been found that the acidification process of endosomes/lysosomes can regulate many signaling events (26). For TLR4 signaling, the TRIF-dependent signal transduction requires the trafficking of TLR4 from the cell surface to the endosomes/lysosomes (27). During the trafficking process from early endosomes to late endosomes or lysosomes, the microenvironment changes accordingly including acidification in order to convey the signals to trigger corresponding cellular responses. Blockade of the endosomal/lysosomal acidification process is thus expected to affect the endosomal TLR signaling. PW would presumably behave like our previously developed anti-inflammatory nanoparticle P12, which can act like a proton sponge to sequester protons due to the negative charge of the aspartate (with side chain pKa of ~3.9) on the nanoparticles, consequently blocking the normal acidification process in the endosomes/lysosomes and inhibiting the endosomal TLR signaling.

Different from small molecule inhibitors, PW-based nanodevices have many advantages on TLR signaling modulation for basic and translation research. First, these nanodevices have targeting capability to phagocytic immune cells. Second, they can be easily traced based on the characteristics of the GNPs. Third, they can have preferred biodistribution and pharmacokinetic profiles by design. More importantly, the priming effect of PW and its TLR inhibitory activity resemble many phenomena reported in trained immunity, where exogenous or endogenous stimuli can prime the immune system to lunch a proper response (stronger or weaker) to the second attack (28). Therefore, these nanodevice-based TLR modulators could provide novel ideas to train our immune system to manage the detrimental inflammatory responses in many diseases.

### The Negative Regulator IRAK-M in TLR Signaling and the Potential Mechanism(s) of PW-Mediated Priming Effects on TLR Inhibition

IRAK-M, a member of the IRAK family lacking kinase activity, is one of the important negative regulators of TLR signaling (20). It is mainly expressed in myeloid cells and regulates the immune homeostasis and tolerance (29, 30). IRAK-M negatively regulates NF-κB activation by competitively binding to IRAK1/4 to block the kinase activity, and hence consequently inhibits the down-stream signaling cascades (31). Therefore, the induction of IRAK-M expression could limit the pathological damages caused by overactivation of the inflammatory signaling. In our studies, we found that PW could particularly elevate IRAK-M expression in macrophages (**Figure 6**), which was governed by the tryptophan (W) residues on the nanodevices as replacing the two tryptophan (WW) residues in PW with other amino acids (FF, LL, II, AA, SS and TT) abolished such an effect (**Figures 6E–G**). The up-regulation of IRAK-M by PW may explain the observed priming effect of PW on the TLR inhibition. In fact, mice with IRAK-M deficiency exhibited enhanced inflammatory responses to infection (32). Furthermore, compared with wild-type mice, the IRAK-M knockout mice had more inflammatory cell infiltration and higher pro-inflammatory cytokine production in the lung in response to OVA challenge (33). These evidences suggest that IRAK-M is essential in maintaining the immune homeostasis during inflammatory responses.

The expression of IRAK-M in macrophages can be induced by various endogenous and exogenous soluble factors, as well as inter- or intracellular signaling molecules. These molecules include molecular patterns of pathogen products such as LPS, flagellin, peptidoglycan (PGN) and CpG (34). Actually, IRAK-M induction is a very common phenomenon in endotoxin tolerance, a protective mechanism in which cells or organisms enter into a transient unresponsive state upon exposure to low dose of endotoxin, so they are unable to respond to a second challenge of endotoxin (17). Although many other factors, such as prostaglandin E2 (PGE2), GM-CSF, IL-13, pulmonary surfactant protein A and surfactant lipids as well as glucocorticoids, can up-regulate the expression of IRAK-M in macrophages (35, 36), currently to our knowledge there is no report on nanoparticle-induced IRAK-M expression except PW in our study (**Figure 6**).

Although the entry of PW into macrophages was primarily through micropinocytosis (**Figure 5B**), we found that the mannose receptor (MR) was involved in PW-induced IRAK-M expression. It has been found that a protein toxin released from the gram-positive bacteria of *Streptococcus pneumoniae*, pneumolysin (PLY), interacts with the mannose receptor depending on its tryptophan motif (23, 24). Binding of PLY to the mannose receptor C type 1 (MRC-1/CD206) on the mouse alveolar macrophages can reduce TLR signaling and pro-inflammatory cytokine production as well as infiltration of neutrophiles to the lung (24). Other studies also reported that the MR agonists, mannose-capped lipoarabinomannans (Man-LAMs), could inhibit LPS-induced IL-12 production through IRAK-M induction in mouse macrophages (37, 38). Herein, we showed that PW-mediated IRAK-M expression in macrophages was dependent on the tryptophan residues, and the MR was involved in the phenomenon (**Figures 6E–L**). More experiments with genetic tools are required in the future to confirm the specific role of IRAK-M induction in the observed TLR inhibition and anti-inflammatory activities of PW.

### Trp-Displaying Nanodevices as a New Type of Immunomodulatory Nanotherapeutics for Treating ALI/ARDS

ALI/ARDS is a life-threatening condition with respiratory failure characterized by uncontrolled, rapid, widespread inflammation in the lungs (39). There are currently no effective pharmacological treatments for ALI/ARDS. Studies have shown that in the early stage of ALI/ARDS, alveolar macrophages (AM) and pattern recognition receptors (PRRs) on the AM surface, especially TLRs, contribute to the initiation of inflammatory responses (40, 41). Therefore, effective regulation of TLR signaling of lung macrophages may provide a promising strategy to treat ALI/ARDS. In this study, the developed PW could specifically target lung macrophages to attenuate TLR signaling and decrease pro-inflammatory cytokine production in two ALI mouse models (LPS and Poly I/C challenge) (**Figures 7**, **8**, and **Figure S6**). The potent inhibitory activity of PW on multiple TLR pathways, together with its macrophage targeting ability and tryptophan-specific regulatory function makes PW a promising therapeutic agent to treat ALI/ARDS. Nevertheless, PW is not biodegradable, and the development of new forms of PW is required for future clinical translation.

## Conclusions

In conclusion, we developed a Trp-displaying nanodevice, PW, with unique immunomodulatory activities. PW was made by modifying GNPs with a peptide containing two Trp residues in the sequence. PW itself induced mild pro-inflammatory responses but exhibited potent anti-inflammatory activities with the presence of inflammatory stimuli through inhibiting multiple TLR (3, 4 and 7/8) signaling cascades in macrophages. This inhibitory activity was primarily attributed to the modulation of the endosomal pH and hence preferentially affecting the endosomal TLR signaling. Very interestingly, the PW alone could induce the expression of the negative regulator IRAK-M in the TLR signaling, which depended on the presence of Trp residues. The up-regulation of IRAK-M may contribute to the priming effect of PW on the inhibition of subsequent stimulation by LPS. The therapeutic effects of PW were assessed on two mouse models of LPS- and Poly I/C-induced ALI. It was found that PW pre-treatment was able to reduce the inflammatory cells infiltration, particularly neutrophils, and increase the anti-inflammatory cytokine IL-10 level in the BALF as well as decrease the lung injury and edema. This study defined a new design principle of using the membrane anchoring amino acid Trp to enable nanodevice-based TLR inhibitors with novel immunomodulatory capability, which served as a new class of anti-inflammatory therapeutics for treating inflammatory diseases such as ALI/ARDS.

## Data Availability Statement

The original contributions presented in the study are publicly available. This data can be found here: https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE181851.

## Ethics Statement

The animal study was reviewed and approved by The Animal Care and Use Committee at Tianjin Medical University.

## Author Contributions

HY and SYF conceived the study and designed the research. HY, SYF, and LS wrote the manuscript. LS synthesized and purified the nanoparticles, and assessed their anti-inflammatory effects *in vitro* and *in vivo*. RW performed RNA-seq experiment and analysis. CW assisted cell culture and the animal experiments. JG conducted confocal microscopy experiments. HM performed TEM imaging. LS, RW, and JG analyzed the results and generated the figures. All authors contributed to the article and approved the submitted version.

## Funding

This work was supported by the National Natural Science Foundation of China (No. 81770070 for HY and No. 81971549 for SYF), the Natural Science Foundation of Tianjin Municipal Science and Technology Commission (20JCYBJC00040 for HY) and the starting fund from Tianjin Medical University.

## Conflict of Interest

The authors declare that the research was conducted in the absence of any commercial or financial relationships that could be construed as a potential conflict of interest.

## Publisher’s Note

All claims expressed in this article are solely those of the authors and do not necessarily represent those of their affiliated organizations, or those of the publisher, the editors and the reviewers. Any product that may be evaluated in this article, or claim that may be made by its manufacturer, is not guaranteed or endorsed by the publisher.

How the deposited data were processed for this re-analysis (not part of the article)

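RNA-Seq was analyzed from THP-1-derived macrophages in 4 groups, namely Unstim, PW at 100 nM, LPS at 10 ng/mL and LPS-PW, 4 h after treatment, with 3 biological replicates in each. The authors deposited a table of read counts per gene, one column for each of the 12 libraries, with 58735 genes and no normalization. The paper states that the libraries were sequenced on a NovaSeq instrument by a company and that DEGs were found with DESeq2. Its text does not name the aligner, the counting program or the use of strand. Every deposited count was a whole number of at least 0, all 58735 identifiers were found in GENCODE release 29, 58698 with the same position and 58708 with the same symbol, and 26646 genes had no count in any library. Each of the 12 count columns matched the label of 1 sample.

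Total counts per library ran from 16887102 to 19267821 with a median of 18328923, so groups differed little in depth. A gene at or under 3 counts in every library of a group was treated as at the floor there, and its fold change was computed against the floor and given as a bound. Libraries of a group were compared by a chi-square test of their counts over genes, which gave 10.6 to 43.5 per degree of freedom, and no pair of libraries held identical counts. The first principal component held 71.0% of the variance and separated libraries with LPS from those without, and the second held 7.84% and ordered the replicate numbers the same way in every group.

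The counts were analyzed with edgeR 4.0.16 in R 4.3.3. Genes were kept by filterByExpr, which left 15731, scaled by TMM and tested by quasi-likelihood F-tests in 1 model with a mean for each of the 4 groups, so that all 12 libraries shared 1 estimate of the spread (common biological coefficient of variation 0.183). The comparisons were PW vs. Unstim, LPS-PW vs. LPS, LPS vs. Unstim, LPS-PW vs. Unstim, and the interaction, in which the change by PW without LPS was subtracted from the change by PW with LPS. P-values were adjusted by the Benjamini-Hochberg method over all tested genes, with a threshold of 0.05. The standard error of a log2FC was computed as its size divided by the square root of the quasi-likelihood F statistic. Values in CPM were computed from the deposited counts with TMM-scaled library sizes, and log2 CPM for set tests used a prior count of 2. DESeq2 1.42.0 and limma 3.58.1 served for alternatives and set tests, and figures were drawn with matplotlib 3.10.9 in Python 3.11.15.

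The labels number the replicates from 1 to 3 in each group, and neither the labels nor the paper say what a number shares. Each library's deviation from its group mean was therefore correlated between groups. Same-numbered Unstim and PW libraries had correlations of 0.132, 0.423 and 0.457, and same-numbered LPS and LPS-PW libraries had 0.272, 0.348 and 0.469, so the numbers were taken to pair these samples. The pairing comes from these correlations alone. Unstim and LPS libraries had correlations of 0.0535, 0.283 and 0.308, which were not taken as evidence of a pairing. A fit with the replicate number as a block beside the group was run as an alternative (common biological coefficient of variation 0.121). Its block is shared by all 4 groups, so this fit treats Unstim and LPS libraries as paired too.

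Gene lists were tested with camera at a preset correlation of 0.01, and with fry and camera with an estimated correlation as alternatives, with Benjamini-Hochberg adjustment over the 72 tests. The 19 lists were the genes of Figure 4A, its block of genes highest in LPS, the labeled genes of Figures 4B and 4C, the networks of Figures 4F and 4G, other genes named in the text, TLR and NF-κB components, inflammatory cytokines, interferon-stimulated genes, those of them not in Figure 4A, type I and III interferons, negative regulators of TLR signaling, the cytokines measured as proteins, sterol synthesis, lysosome and V-ATPase, and metal and oxidative stress genes. KEGG's gene sets were not used here. Genes named singly were those the paper names or shows in Figure 4 or measures as a protein, the 5 genes of each comparison with the smallest adjusted p, the 5 with the largest change in each direction among DEGs whose groups do not overlap, and members of the lists. A few such genes are not reported here singly.

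The alternatives were DESeq2's size factors or library size alone in place of TMM, no filter or a mean CPM of at least 1 in place of filterByExpr, a fit of only the 2 groups compared, DESeq2's Wald test in place of edgeR, the replicate block alone, with a gene-length offset or with DESeq2, robust dispersion estimates, and each library left out in turn. DESeq2 with the block on only the 2 groups compared, and leaving out libraries for the correlation between responses, were added after seeing the data. Shared control libraries were weighed with 20 simulated data sets for each shared group, in which the other group was drawn as unchanged. The steps were tested on simulated data made from the libraries' means with 200 changed genes. Without the block, edgeR recovered 80.0% of them for PW vs. Unstim and 81.5% for LPS-PW vs. LPS, with 9 false calls among 169 and 13 among 176, over 15064 genes. With replicate effects added, over 15084 genes, it recovered 44.0% and 38.0% without the block and 78.0% and 73.5% with it, with 15 false calls among 171 and 10 among 157. In the same data DESeq2 with the block recovered 84.5%, with 42 false calls among 211, over 15672 genes. Of 20 unchanged gene lists in the simulated data without replicate effects, 0 were called by camera, fry or camera with an estimated correlation. Genes were drawn independently there, so this does not test how the set tests behave for genes that move together.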

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

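The tests of scaling, of a batch that follows the replicate number, of genes already raised by LPS and of zinc were chosen only after the results were seen.

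The effect of PW differed with and without LPS. The interaction was significant for 283 genes (edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), and the cytokine list had an interaction median of -2.90. Other divisions of the libraries bear on this count. Of the 32 divisions of the libraries into PW and no PW that part all 3 pairs of each kind, 6 gave as many genes, and all 6 were among the 8 that keep the real division of PW and Unstim. The 24 that mix PW and Unstim libraries gave at most 0. Of 68 other divisions drawn, 5 gave as many, and all 5 keep the real division of PW and Unstim. So the count rests on the difference between PW and Unstim and says little about LPS-PW against LPS. In simulations without an interaction, between 0 and 2 genes were called.

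A candidate explanation for the negative interactions is that genes raised by PW are already raised by LPS, so that PW adds little to them. LPS alone up-regulated 259 of the 259 genes, but it also up-regulated 547 of all 559 genes raised by PW, and 255 of the 259 are among those, so this count does not test the explanation. Their median log2FC in LPS-PW vs. LPS was 0.0709, near no change. Saturation of the response, a small change hidden by a high level and an action of PW against the LPS response that offsets its own rise cannot be told apart, since no lower dose of LPS was sequenced. Of the 24 genes with a positive interaction in the fit without the block, LPS lowered 23 and PW lowered 20. The fit with the replicate block called 142 positive interactions.

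Interferon-stimulated genes outside Figure 4A were lower in LPS-PW than in LPS. The 39 tested genes had a median log2FC of -0.74, and 38 were lower (adjusted p = 9.0e-45 by camera, 0.040 by fry and 0.0195 with an estimated correlation, each with Benjamini-Hochberg adjustment). Over all genes 0 were DEGs without the block (24 lower at an unadjusted p under 0.05), 12 were with it, and adjusted over the list alone 19 were lower without it and 34 with it. Within replicate numbers 1, 2 and 3 the median was -0.75, -0.98 and -0.75. In the PW vs. Unstim group their median was -0.32 (adjusted p = 0.037 by camera, but 0.597 by fry and 0.713 with an estimated correlation). The paper does not report these genes.

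For the full list of 54 genes, GC content and gene length are argued against, because the lowest median among 10000 lists matched on expression, length and GC content was -0.0929 while the list had -0.96. Scaling is argued against, because it moves all genes alike and the median of all genes was -0.0299 without TMM, while the list had -0.96. A batch that follows the replicate number is argued against, because the difference nearest to 0 within a replicate number was -0.87. A weakening of the whole LPS response in proportion is argued against as well. The 410 genes raised in both LPS groups and left within 0.25 of Unstim by PW had a median of 0.028 in LPS-PW vs. LPS, where -0.73 would be in proportion. Of the 4 divisions of the LPS and LPS-PW libraries that part all 3 pairs, 1, the real one, gave as small a camera p-value. With 4 divisions the share cannot be under 0.05. The other 3 gave camera p-values between 1.4e-16 and 0.00018. Each keeps the real labels in 2 of the 3 pairs, so part of the difference is still in them. The 6 divisions that do not part all pairs gave camera p-values between 8.9e-48 and 0.81. A very small camera p-value is therefore not particular to the real labels. These genes move together between libraries, since their mean log2 CPM fell from replicate 1 to 3 in LPS (6.27, 5.91 and 5.20) and in LPS-PW (5.32, 4.73 and 4.26). Reads shared within families of these genes were not tested. A hypothesis is that PW lowers the interferon part of the LPS response. Of the 10 type I and III interferon genes 0 passed the filter, so this hypothesis could not be followed to the interferons. The interaction of the 54 genes had a median of -0.69 (adjusted p = 1.9e-09 by camera, 0.175 by fry and 0.338 with an estimated correlation, each with Benjamini-Hochberg adjustment). These tests do not settle whether PW lowers the list more with LPS than without.

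Among genes the paper does not discuss, 4 were picked after their values were seen, from the DEGs of LPS-PW vs. LPS in the fit with the replicate block. UNC5B had a log2FC of -0.83 (adjusted p = 0.0029), NRG1 0.57 (adjusted p = 0.047), SLC39A10 0.78 (adjusted p = 0.023) and SLC30A1 -0.88 (adjusted p = 0.030), all by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. Each had the same direction in 3 of 3 replicate numbers. Across the alternatives the adjusted p ran from 5.1e-10 to 1.00 for UNC5B, from 9.5e-08 to 0.9999 for NRG1, from 4.8e-05 to 0.9999 for SLC39A10 and from 2.6e-06 to 0.9999 for SLC30A1. SLC30A1 encodes a zinc exporter and SLC39A10 a zinc importer. SLC30A1 was lower in PW vs. Unstim as well, with a log2FC of -1.03 (adjusted p = 0.0031 by the same test without the block), and between -1.07 and -1.02 with an adjusted p of at most 0.0035 across the alternatives. SLC39A10 was not called there (log2FC 0.36, adjusted p = 0.379), except by DESeq2 with the block on only the 2 groups compared, chosen after seeing the data (adjusted p = 0.036), and its adjusted p ran from that value to 0.512 across the alternatives. A candidate explanation is lower zinc in the cells with PW, which would also lower metallothioneins. The 5 tested metallothionein genes were all lower in PW than in Unstim, with a median of -0.52 in the fit with the block, but fry did not call them, and in LPS-PW vs. LPS 4 of 5 were lower with a median of -0.48, which fry did not call either. They may share reads with near-identical copies, which was not tested. SLC30A1 was picked for its fall with PW, so its own values do not test the explanation. So lower zinc and no change in zinc cannot be told apart, because the metallothionein genes are few.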

How the results depend on the processing

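The number of LPS vs. Unstim DEGs stayed within 1.5 times of its value under every alternative (7302 to 9183, and 6662 to 7218 with 1 library left out). So did the PW vs. Unstim DEGs with an absolute log2FC above 2 (139 to 223, and 130 to 201). The directions of the cytokine, TLR and NF-κB, and interferon-stimulated lists in PW vs. Unstim and of the interferon-stimulated list in LPS-PW vs. LPS held with DESeq2's size factors, with a mean CPM of at least 1, with the replicate block and with each library left out in turn. Fry and camera with an estimated correlation use the same medians, so they bear on significance and not on direction, and the other alternatives were not among those set for the lists.

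Counts moved by more than 1.5 times as follows, and the cause was not tested. Without a filter on low counts there were 1256 DEGs for PW vs. Unstim, 80 for LPS-PW vs. LPS (all 80 with an absolute log2FC above 0.5), 643 for the interaction, and 59 LPS-raised genes lowered by PW, 20 of them not different from Unstim. With the replicate block these counts were 1584, 42 (42), 664, 35 and 10, and with the block and a gene-length offset 1618, 38 (38), 646, 32 and 11. DESeq2 on all 12 libraries gave 27 (27) for LPS-PW vs. LPS, 449, 23 and 14, and on only the 2 groups compared 16 (16), then 13 and 7. With DESeq2 and the block there were 1653, 75 (72), 758, 37 and 17. The fit of DESeq2 and the block to only the 2 groups compared, added after seeing the data, gave 1832, 135 (88), 62 and 19. The other alternatives gave 0 DEGs for LPS-PW vs. LPS, as in the fit without the block (549 genes at an unadjusted p under 0.05). With 1 library left out, PW vs. Unstim had from 466 (without Unstim replicate 1) to 747 DEGs, and 501 without PW replicate 3. LPS-PW vs. LPS had from 0 to 4, and LPS-raised genes lowered by PW were from 0 to 4, with 0 to 2 not different from Unstim, the highest of each without LPS-PW replicate 1. The PW by LPS interaction DEGs were from 193 to 290.

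The fall of the interferon-stimulated list in PW vs. Unstim (median -0.32) was lost under fry (adjusted p = 0.530) and with an estimated correlation (adjusted p = 0.663). The cytokine list in LPS-PW vs. LPS ranged from -0.025 (without LPS-PW replicate 2) to 0.41, and the TLR and NF-κB list from -0.011 (without LPS-PW replicate 2) to 0.11. The correlation of the PW and LPS responses was 0.791 with a mean CPM of at least 1, 0.527 with DESeq2 and 0.807 over LPS DEGs alone, and 0.671 to 0.767 with 1 library left out, which was added after seeing the data. DESeq2's value also took in genes that the filter on low counts drops.

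Directions reversed for small effects when 1 library was left out. In LPS-PW vs. LPS, negative regulators ranged from -0.021 (without LPS replicate 3) to 0.13, cytokines measured as proteins from -0.43 (without LPS-PW replicate 2; -0.17 without LPS replicate 3) to 0.61, metal and oxidative stress genes from -0.10 to 0.036 (without LPS-PW replicate 2), TNF from -0.15 (without LPS-PW replicate 2) to 0.65, IL6 from -0.71 to 0.58 and CCL2 from -1.01 to 0.11 (without LPS replicate 2). Sterol genes ranged from -0.036 (without PW replicate 1) to 0.19 in PW vs. Unstim and from -0.30 to 0.0088 in the interaction. Lysosome genes ranged from -0.038 (without PW replicate 1) to 0.066 in PW vs. Unstim, from -0.064 to 0.00337 in LPS vs. Unstim and from -0.023 (without PW replicate 3) to 0.074 in the interaction. IRF7 in PW vs. Unstim ranged from -0.22 to 0.021 (without Unstim replicate 2). IL6 in LPS-PW vs. LPS also reversed with the replicate block (-0.061), with DESeq2 and the block (-0.064) and with the fit added after seeing the data (-0.078). The cause was not tested, beyond fewer libraries in each fit.

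Over the 67 results that are not main counts or comparisons, 932 of 1056 values kept direction and side of the threshold, 23 were weaker, 77 stronger and 24 reversed. The replicate block changed the calls of PLSCR1, MX2, IRF7, MYD88, LAP3, UNC5B, NRG1, SLC30A1 and SLC39A10 in LPS-PW vs. LPS, of CCL2 in PW vs. Unstim and of the sterol list in LPS-PW vs. LPS, and changed no other call among these results. The correlations of Unstim and LPS libraries were not taken as evidence of a pairing, but the block is shared by all 4 groups and so pairs them too. With the block LPS vs. Unstim had 9183 DEGs. Genes at the floor in Unstim have fold changes known only as bounds at this depth.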

Differences from the paper's values

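The legend of Figure 4 gives the "top 57 DEGs" of PW vs. Unstim with an adjusted p under 0.05 and an absolute log2FC above 2, and 164 genes passed these thresholds here (428 with an absolute log2FC above 1). The 57 may be a chosen part of the genes that passed, in which case the counts are not of the same thing. None of the alternatives set before the data were examined came within 1.5 times of the paper's 57 (139 to 223), nor did DESeq2 with the replicate block on only the 2 groups compared (140), which was chosen after seeing the values.

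The legend of Figure 4 says that 22 DEGs of LPS-PW vs. LPS with an adjusted p under 0.05 and an absolute log2FC above 0.5 were shown, and 0 genes passed these thresholds here (304 at an unadjusted p under 0.05). The 22 may be a chosen part of the genes that passed, so a larger count here need not differ from the paper's. Of the alternatives set before the data were examined, DESeq2 on all 12 libraries (27) and on only the 2 groups compared (16) came within 1.5 times of the paper's 22. The fits with no filter (80), with the replicate block (42), with the block and a gene-length offset (38) and with DESeq2 and the block (72) did not, and the others gave 0. The count was 88 with DESeq2 and the block on the 2 groups compared, chosen after seeing the values.

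The paper states that PW lowered 19 LPS-raised genes to a level like that of Unstim, where 0 met the criteria used here (76 LPS-raised genes had a log2FC under -0.5 in LPS-PW vs. LPS at an unadjusted p under 0.05). Of the alternatives set before the data were examined, no filter on low counts (20), DESeq2 on all 12 libraries (14) and DESeq2 with the replicate block (17) came within 1.5 times of it. DESeq2 on only the 2 groups compared (7), the replicate block (10) and the block with a gene-length offset (11) did not, and the others gave 0. DESeq2 with the block on only the 2 groups compared, chosen after seeing the values, gave 19. These counts take genes not called different from Unstim. With an absolute log2FC under 0.5 against Unstim instead, the fit without the block gave 0. No filter (19), DESeq2 with the block (17), the replicate block (15) and the block with a gene-length offset (14) then came within 1.5 times. DESeq2 on all 12 libraries (10) and on only the 2 groups compared (5) did not. The fit chosen after seeing the values gave 18.

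Figure 4C labels LIN54, RASSF8 and PCDH9 as up-regulated in LPS-PW vs. LPS, and here 0 of them were DEGs over all genes in the fit without the block (3 at an unadjusted p under 0.05). RASSF8 and PCDH9 were DEGs only with DESeq2 and the block on the 2 groups compared, which was chosen after seeing the values, and LIN54 was a DEG under no setting. The 10 genes labeled as down-regulated there were not DEGs in the fit without the block and were all DEGs with the replicate block, with DESeq2 on all 12 libraries and with DESeq2 and the block. Without a filter 9 of them were DEGs, and 8 were with DESeq2 on only the 2 groups compared and with the block and a gene-length offset. Figure 4A shows its genes as DEGs, and here 50 of the 77 tested were DEGs of PW vs. Unstim or LPS-PW vs. LPS, against 76 without a filter, 75 with DESeq2 on all 12 libraries, and 73 with the replicate block, with the block and a gene-length offset and with DESeq2 and the block. The count was 35 in the edgeR fit of only the 2 groups compared, 46 with a mean CPM of at least 1, and 50 with DESeq2 on only the 2 groups compared and with the remaining alternatives set before the data were examined. It was 54 with DESeq2 and the block on the 2 groups compared, chosen after seeing the values. The paper describes TLR and NF-κB pathways as down-regulated in LPS-PW vs. LPS, and here the hand-written list of their components had a median log2FC of 0.03 (camera adjusted p = 0.894 with Benjamini-Hochberg adjustment). The paper's statement rests on enrichment of KEGG pathways, a different measure on different gene sets, so both can hold. The 8 genes of the network in Figure 4G were all lower here (median -1.11), with 0 called without the block and 8 with it. Figure 4A shows SP110 among the genes highest in LPS, and here its rise over Unstim was not significant (log2FC 0.45).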

Other observations

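The tests of the LPS profile in proportion and of endotoxin were chosen only after the results were seen.

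The PW vs. Unstim profile resembled LPS vs. Unstim (r = 0.757 across genes, or 0.739 over the 15374 genes above the floor in every group). Shared Unstim libraries are argued against as the cause, because the highest r in simulations with an unchanged PW group was 0.152. Of the 4 divisions of the PW and Unstim libraries that part all 3 pairs, 1, the real one, gave as large an r, and the others, which keep the real labels in 2 of the 3 pairs, gave 0.224 to 0.556. The LPS profile scaled down in proportion is argued against, because the interferon-stimulated list had a median of -0.32 in PW where 0.75 would be in proportion. A small amount of endotoxin acting below the range in which responses are proportional stays open. The cytokine list had a median of 2.72 in PW, which such endotoxin could also give. The libraries hold no series of LPS doses, so endotoxin and an effect of PW itself cannot be told apart from them. The paper reports that the peptide alone, the gold particles alone and hybrids without tryptophan did not activate NF-κB. Those controls bear on endotoxin, but none of them was sequenced.

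Among the 8 genes changed in opposite directions by PW and LPS, 7 were lowered by PW and raised by LPS. They included ANGPTL4 (log2FC -1.61 in PW and 2.29 in LPS), PIK3C2B (-1.20 and 1.23), SLC7A5 (-0.69 and 0.55), ST8SIA4 (-0.58 and 1.35), SP100 (-0.52 and 0.42) and PALLD (-0.52 and 0.69), and MYCL (0.77 and -1.06) went the other way. These were named after their values were seen, and no explanation was tested.

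Other divisions of the libraries were counted for each comparison. Of the 4 divisions that part all 3 pairs, 1, the real one, gave as many PW vs. Unstim DEGs as 752, and the others gave 0. For LPS-PW vs. LPS 4 of 4 gave as many, since all gave 0. With the replicate block, 1 of 4 gave as many as 42 and the others gave 0, while the 6 divisions that do not part all pairs gave 0 to 3. For LPS-raised genes lowered by PW with the block, 1 of 4 gave as many as 35. Of the 10 divisions of the LPS and Unstim libraries, 1 gave as many as 7830. The set tests of the cytokine list and of the TLR and NF-κB list in PW vs. Unstim had 1 of 4 each, and for the cytokine list the others, which keep the real labels in 2 of the 3 pairs, gave camera p-values between 6.7e-10 and 0.0074. Neither 4 nor 10 divisions can give a share under 0.05.

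The 35 LPS-raised genes lowered by PW in the fit with the block are not what shared LPS libraries give, since simulations with LPS-PW equal to LPS gave at most 2. Of the 40 genes lowered in LPS-PW vs. LPS in that fit, 26 were in the interferon-stimulated list, 8 were also lowered by PW without LPS, 29 were not called for PW and 14 had a negative interaction.

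Other lists were tested as well. The 6 negative regulators of TLR signaling had a median of 0.54 in PW vs. Unstim, all 6 higher (adjusted p = 2.8e-08 by camera, Benjamini-Hochberg adjustment), and 3 were DEGs over all genes and 4 when adjusted over the list alone. In LPS-PW vs. LPS their median was 0.08 (adjusted p = 0.751). Of the 4 cytokines measured as proteins, 2 were tested above the floor in PW vs. Unstim, with a median of 3.25. Of these 1 was a DEG over all genes without the replicate block and 2 were with it, and 2 were when adjusted over the list alone. The other genes named in the text had a median of 0.21 in PW vs. Unstim (adjusted p = 5.9e-06) and 0.10 in LPS-PW vs. LPS (adjusted p = 0.432), with 1 DEG in the former, and 1 when adjusted over the list alone.

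The sterol synthesis list had a median of 0.08 in PW vs. Unstim (adjusted p = 0.603) and -0.11 in LPS-PW vs. LPS (adjusted p = 0.055 by camera, and 0.022 with the replicate block), and fry and an estimated correlation gave adjusted p-values of 0.599 and 0.658 for the latter, each with Benjamini-Hochberg adjustment. The lysosome and V-ATPase list had medians of 0.01 (adjusted p = 0.910) and 0.02 (adjusted p = 0.296), and the metal and oxidative stress list 0.13 (adjusted p = 0.440) and -0.01 (adjusted p = 0.156). Adjusted over the list alone, PW vs. Unstim had 1 sterol gene, 1 lysosome gene, and 4 higher and 1 lower metal and oxidative stress genes (8 and 3 with the replicate block). None of these lists passed the camera test in PW vs. Unstim.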
